# Functional Characterization of Human T Cell Hyporesponsiveness Induced by CTLA4-Ig

**DOI:** 10.1371/journal.pone.0122198

**Published:** 2015-04-10

**Authors:** Yrina Rochman, Masashi Yukawa, Andrey V. Kartashov, Artem Barski

## Abstract

During activation, T cells integrate multiple signals from APCs and cytokine milieu. The blockade of these signals can have clinical benefits as exemplified by CTLA4-Ig, which blocks interaction of B7 co-stimulatory molecules on APCs with CD28 on T cells. Variants of CTLA4-Ig, abatacept and belatacept are FDA approved as immunosuppressive agents in arthritis and transplantation, yet murine studies suggested that CTLA4-Ig could be beneficial in a number of other diseases. However, detailed analysis of human CD4 cell hyporesponsivness induced by CTLA4-Ig has not been performed. Herein, we established a model to study the effect of CTLA4-Ig on the activation of human naïve T cells in a human mixed lymphocytes system. Comparison of human CD4 cells activated in the presence or absence of CTLA4-Ig showed that co-stimulation blockade during TCR activation does not affect NFAT signaling but results in decreased activation of NF-κB and AP-1 transcription factors followed by a profound decrease in proliferation and cytokine production. The resulting T cells become hyporesponsive to secondary activation and, although capable of receiving TCR signals, fail to proliferate or produce cytokines, demonstrating properties of anergic cells. However, unlike some models of T cell anergy, these cells did not possess increased levels of the TCR signaling inhibitor CBLB. Rather, the CTLA4-Ig–induced hyporesponsiveness was associated with an elevated level of p27^kip1^ cyclin-dependent kinase inhibitor.

## Introduction

During activation, T cells integrate multiple signal inputs from APCs and the cytokine milieu. Of the different co-stimulatory receptors that are expressed on the surface of naïve cells, CD28 is the primary molecule that is required for full T cell activation[1,2]. CD28 interacts with B7 ligands on the surface of APCs and signals via PDK1/PKC-θ, PI3K/AKT, and RAS/ERK-1/2 cascades, leading to increased activation of AP-1 and NF-κB transcriptional factors[2]. This co-stimulatory signaling can be blocked by CTLA4-Ig, a fusion protein composed of the extracellular domain of CTLA-4 and Fc domain of IgG1. CTLA-4, an inhibitory receptor on T cells, can interact with high affinity with B7 molecules on APCs[2–4]. The ability of CTLA-4 to bind B7 receptors with high affinity was exploited to develop a CTLA4-Ig protein that prevents CD28-B7 interaction by blocking B7 receptors. In mice, the co-stimulatory blockade during priming promotes generation of dysfunctional T cells via induction of T cell anergy[1,5]. The ability of CTLA4-Ig to induce immunosuppression has been illustrated in murine models of transplantation, arthritis, and diabetes[5–9]. In murine models of asthma, administration of CTLA4-Ig either prior to sensitization or before challenge was shown to reduce lung inflammation and eosinophilia[10–12].

In clinic, abatacept and belatacept, two pharmacologically modified forms of CTLA4-Ig, are FDA approved for treatment of rheumatoid arthritis and in kidney transplantation, respectively[3,4,8,9,13]. These biologicals have been used in more than 140 completed and ongoing clinical trials in autoimmune diseases (arthritis, uveitis, alopecia areata, type I diabetes, SLE), transplantation, GVHD, and asthma. Despite being generally well tolerated, CTLA4-Ig had a mixed record of success: efficacy was shown in arthritis, and the use in SLE and type 1 diabetes was also promising, but in some of the other immunological diseases, such as asthma, the use of abatacept was less beneficial[14–18]. This result in humans contrasted with the murine asthma studies, in which CTLA4-Ig strongly reduced lung inflammation[11,12,19]. This mixed efficacy record underscores the need for better mechanistic understanding of CTLA4-Ig action, whereas the discrepancies between human and mouse results stress the need to study these mechanisms specifically in the human system.

Given the clinical importance of CTLA4-Ig, it is surprising that the mechanisms responsible for its action, particularly in humans, have not been fully understood. Accordingly, we performed functional and transcriptional analysis of CTLA4-Ig’s effect on the activation of human naïve T cells in an *ex vivo* mixed lymphocyte culture model [5,20,21]. Consistent with the current understanding of signaling networks, the blockade of CD28 co-stimulation during TCR priming decreased activation of AKT, cJUN, and NF-κB but did not alter other pathways, such as phosphorylation of zeta-chain–associated protein kinase 70 (ZAP70) and MAPKs and nuclear translocation of NFATs. Cells activated in the presence of CTLA4-Ig became anergic and were not able to proliferate or produce cytokines during secondary activation. Notably, we did not detect increased expression of E3 ubiquitin ligases, diacylglycerol kinase alpha (DGKA), or early growth response (EGR) family proteins in anergic cells compared to fully activated cells during primary or secondary response of T cells. This suggested that TCR signaling was not inhibited in the anergized cells. Indeed, anergic cells expressed the same level of CD3 and CD28 as effector cells, and their hyporesponsiveness could be overcome by IL-2. However, human anergic cells had an elevated level of p27^kip1^ cyclin-dependent kinase inhibitor, which was likely responsible for the decreased cellular proliferation of anergic cells[22–24].

## Materials and Methods

### Generation of human anergic, effector, and regulatory T cells

Blood samples were obtained from Hoxworth Blood bank. Samples were de-identified, and the study was conducted under an exemption provided by the Cincinnati Children’s Hospital Medical Center (CCHMC) IRB. PBMCs were depleted of CD45RO^+^, CD8^+^, and CD25^+^ cells using biotinylated antibodies (BioLegend) and IMag streptavidin beads (BD Biosciences) and stimulated in 6-well plates at 8x10^6^ cells/2 ml with soluble αCD3 (2 μg/ml, OKT-3, BioXCell) and αCD28 (1 μg/ml, BD Biosciences) or CTLA4-Ig (7.5 μg/ml, BioXCell) in RPMI 1640 supplemented with 10% FBS, penicillin/streptomycin, L-glutamine, and β-mercaptoethanol. To generate regulatory T cells (Treg cells), αCD3, αCD28, IL-2 (100 U/ml, Roche), and TGF-β (10 ng/ml, Pepro Tech.) were added. Cells were harvested after 4 days and washed in PBS, and CD4^+^ T cells were purified by negative selection using the human CD4 EasySep kit (STEMCELL Technologies). Purified CD4^+^ cells were rested for 4–5 days in medium and then re-stimulated with soluble αCD3 (2 μg/ml) and αCD28 (1 μg/ml) or other stimuli for the indicated time periods.

To check primary response, depleted cells were primed, and CD4^+^ T cells were purified by positive selection using human CD4 Dynabeads (Invitrogen) at the indicated time points prior to RNA isolation or lysate preparation.

### Flow cytometry

The surface staining was done in live cells using the following anti-human antibodies: FITC-αCD3, FITC-αCD45RA (Milteney Biotech), FITC-αCD8 (HIT8a), PE-αCD25 (BC96), APC-αCD127 (A019D5) (BioLegend), PE-Cy5 or APC-αCD4 (RPA-T4), APC-Cy7-αCD45RA (OX-33), PE-αCD28 (CD28.2), PE-Cy7-αCD45RO (UCHL1), APC-αCD62L (DREG-56), and FITC-αCD69 (FN50) (BD Biosciences). Intracellular FITC-FOXP3 (206D) staining was performed according to the FOXP3 kit instructions (BioLegend).

To detect protein phosphorylation, cells were fixed with Cytofix Buffer (BD Biosciences) for 10 minutes in 37°C and permeabilized in 90% methanol overnight in -20°C. The next day, cells were re-suspended in staining buffer and labeled with PE-αpZAP70 or PE-αpERK1/ERK2 antibodies (BD Biosciences) for 1 hour at room temperature.

For apoptosis measurement, cells were resuspended in 100 μl of annexin V buffer and stained with FITC-annexin V + 7-AAD (BD Biosciences) for 15 minutes at room temperature.

Proliferation was examined by labeling cells with 2.5 μM CFSE (Life Technologies) for 8 minutes at room temperature and monitoring CFSE dilution in CD4^+^-gated cells at the indicated days after treatment.

### Suppression assay

Rested CD4^+^ cells (2.5x10^4^; naïve, EML, anergic, or Treg cells) were co-cultured with allogeneic naïve CFSE-labeled responder CD4^+^ T cells at ratio 1:1 in 96-well round bottom plates in the presence of Dynabeads Human T-activator αCD3/αCD28 (Invitrogen) (0.1 μl of beads per 100 μl of medium) for 4 days. The percentage of divided CFSE-labeled responder cells (D) was calculated to each sample, and the suppressive capacity of CD4 subsets (EML, anergic, or Treg cells) toward proliferation of CFSE-labeled responders in co-culture (D_subset_) was assessed relative to the baseline proliferation of CFSE-labeled responder cells in the presence of naïve subset (D_naive_) by the equation: [% Suppression = 100 x (D_naïve_-D_subset_)/ D_naïve_].

### Cytokine detection

For intracellular cytokine detection, cells were treated with 500 ng/ml phorbol 12,13-dibutyrate (PDBU) (Sigma) and 1 μM ionomycin (Calbiochem) in the presence of monensin (BioLegend) for 2 hours. Cells then were fixed and permeabilized using the Cytofix/Cytoperm kit (BD Biosciences) and stained with PE- αTNF-α (MAB11), FITC-αIFN-γ (4S.B3), and APC-αIL-2 (MQ1-17H12) monoclonal antibodies (BioLegend).

To measure cytokine secretion, cells were activated as indicated for primary response, and supernatants were collected after 15 hours. For re-stimulation experiments, cells were left resting or were activated with plate-bound αCD3 (10 μg/ml) and soluble αCD28 (2 μg/ml) in the presence of blocking αCD25 (2.5 μg/ml) and αCD122 (1 μg/ml) (both from R&D Systems) for 24 hours. ELISA was performed using capture and biotinylated detector antibodies against human IFN-γ (BioLegend) and IL-2 (R&D Systems).

### Western blot

Cytoplasmic and nuclear fractions of purified CD4^+^ cells were extracted using Nuclear Extract Kit (Active Motif). For preparation of total lysates, RIPA buffer was used. Lysates were resolved on Novex 4–20% Tris-Glycine gels (Invitrogen) and immunoblotted with antibodies to phospho-AKT, AKT, phospho-p42-44, phospho-p38, p38, NFAT1, NFAT2, cJun, NF-κB, CBLB, p27^kip1^, PARP1 (all from Cell Signaling), and β-actin (Sigma).

### RNA isolation, quantitative real-time PCR, and RNA-Seq

RNA was extracted with the Aurum Total RNA Mini Kit (Bio-Rad) and reverse-transcribed with the iScript cDNA Synthesis kit (Bio-Rad). All primers and probes were purchased from IDT, and quantitative real-time PCR was performed on the 7900HT Fast Real-Time PCR System (ABI).

A modified dUTP method was used for preparation of RNA-Seq libraries[25]. Briefly, mRNA was purified from total RNA with the Dynabeads mRNA Purification Kit (Invitrogen) and reverse-transcribed with SuperScript III (Invitrogen). The second strand was created by DNA Polymerase 1 (NEB) in the presence of RNase H and a dNTP mix containing dUTP instead of dTTP. The cDNA was fragmented on a Covaris sonicator, and end repair and A-tailing were performed using the Quick Blunting kit and exo^-^ Klenow fragment of DNA polymerase I, respectively (NEB). Illumina genomic adapters were ligated, and the sample was size-fractionated (~170–400 bp) on E-Gel EX 2% agarose (Invitrogen). After uracil-DNA glycosylase (UDG) treatment (NEB) and a final PCR amplification step with Illumina primers (18 cycles), the cDNA libraries were size-fractionated (~175–400 bp) on a 2% agarose gel, quantified using a Qubit 2.0 fluorometer and dsDNA HS kit (Invitrogen), and sent for sequencing on a Illumina HiSeq 2000 sequencing system resulting in ~10 million reads per sample. RNA-Seq data are available from GEO database (accession # GSE64712)

RNA-Seq data analysis was performed using the BioWardrobe Experiment Management System (www.biowardrobe.com, [26]). Briefly, reads were mapped to the hg18 genome and RefSeq-based transcriptome using RNA-STAR (v. 2.4.0c [27]) and assigned to the RefSeq genes using a BioWardrobe algorithm. Differentially expressed genes with DESEQ (v. 1, [28]) p value <0.05 and RPKM>1 in at least one time point were analyzed. Results were interpreted in the context of biological processes and molecular functions, as well as pathways, through the use of ToppGene Suite[29] for gene list functional enrichment.

## Results

### Effects of co-stimulatory blockade on activation of naïve T cells

Co-stimulatory signals enhance and prolong contact between T cells and APCs and synergize with TCR signaling to control normal activation of T cells[2,30]. Therefore, in order to mimic a natural co-stimulatory environment, we performed activation of naïve T cells in an *ex vivo* system in the presence of autologous APCs, as described previously[5,20]. Human PBMCs were depleted of CD8^+^, CD45RO^+^, and CD25^+^ cells, leaving only naïve CD4^+^ T cells and most of the APCs in culture (S1A and S1B Fig). The purity of naïve cells within the CD4^+^ population was more than 95% on the basis of CD62L and CD45RA markers (S1C Fig). Cells were then activated with soluble αCD3 antibody in the absence (Fig 1A, plot II) or presence of αCD28 (plot III, “Effector”) or CTLA4-Ig fusion protein (plot IV, “Anergic”) for 4 days. Co-stimulatory blockade led to a dramatic decrease in proliferation (Fig 1A, plot II and III vs. IV). Addition of αCD28 restored co-stimulation and reversed the inhibitory effect of CTLA4-Ig, suggesting that lack of proliferation is due to an intrinsic T cell defect caused by the lack of co-stimulation rather than an effect of CTLA4-Ig on APCs (Fig 1A, plot IV vs. VI vs. III). The reduction in T cell proliferation in the presence of CTLA4-Ig was also completely reversed by the addition of IL-2 (Fig 1A plot IV vs. V vs. II). Inhibition of co-stimulation by CTLA4-Ig resulted in a marked reduction of IL-2 and IFN-γ mRNA and protein levels (Fig 1B and 1C, respectively), as well as IL-2RA (CD25) expression (Fig 1D). Although activation resulted in a decreased expression of IL-7RA (CD127) in both effector and anergic conditions (Fig 1D), the decrease was less pronounced in anergic conditions. However, CD69 elevation was not affected by CTLA4-Ig, demonstrating efficient TCR signaling (Fig 1D).

**Fig 1:**
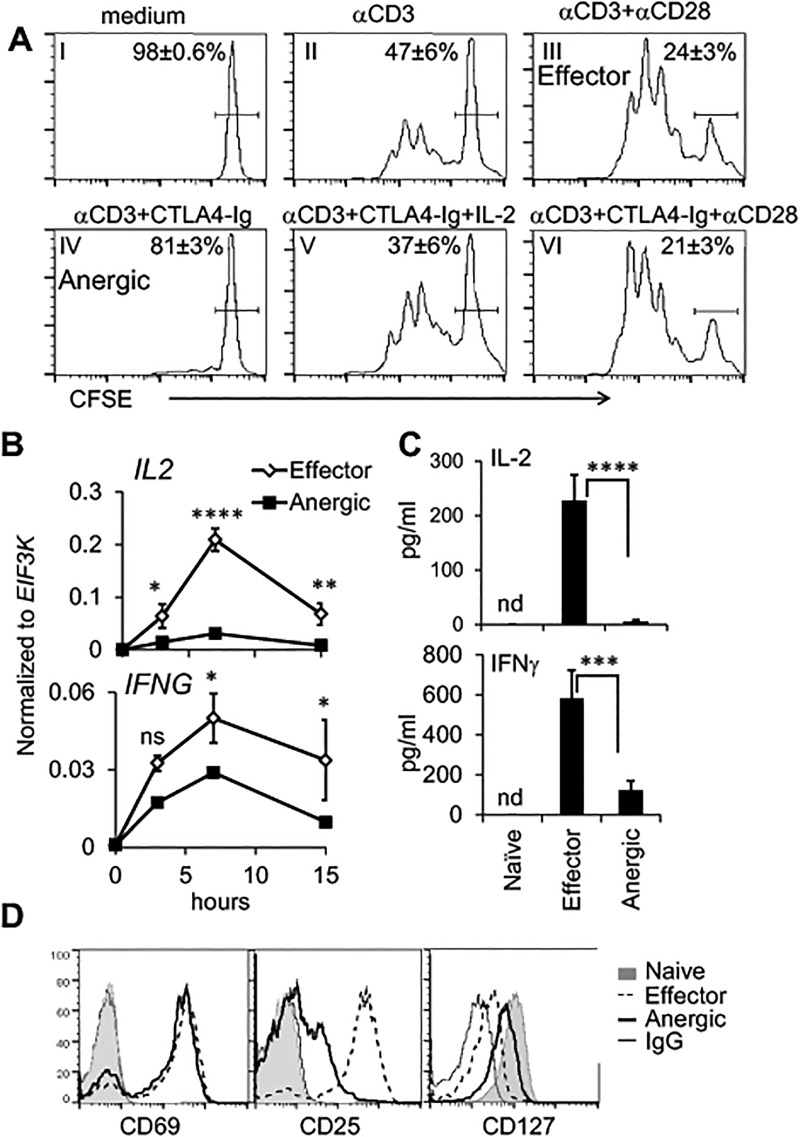
Phenotypic characteristics of activated CD4^+^ T cells during co-stimulatory inhibition. **A.** Human naïve CD4^+^ cells were labeled with CFSE and cultured in medium (plot I) or activated with soluble αCD3 (2 μg/ml) (plots II-VI) in the presence or absence of αCD28 (1 μg/ml), CTLA4-Ig (7.5 μg/ml), and/or IL-2 (100 U/ml) as indicated for 4 days. CFSE intensity in CD4-gated cells was analyzed by FACS. Shown is the mean of the percentage of non-dividing cells ± SEM (n = 6). **B-D.** Human naïve CD4^+^ cells were left resting or were activated for the indicated times by soluble αCD3 antibodies (2 μg/ml) and autologous APCs in the presence of soluble αCD28 (1 μg/ml) (Effector) or CTLA-4-Ig fusion protein (7.5 μg/ml) (Anergic). **B.** Kinetics of *IL2* and *IFNG* mRNA expression, normalized to *EIF3K*, (n = 5) and **C.** levels of cytokine secretion (15 hours, n = 11) were evaluated by qRT-PCR or ELISA, respectively; nd, not detected**. B-C.** The data are presented as mean ± SEM. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001; ns, not significant. **D.** The presence of surface receptors on CD4^+^ cells were analyzed 1 day (CD69) or 4 days (CD25 and CD127) after cell activation. Shown is one representative from 5 independent experiments.

Indeed, the abrogation of proliferation and of cytokine production in αCD3/CTLA4-Ig–treated cells was not due to a defect in TCR signaling itself as demonstrated by unaltered ZAP70 phosphorylation (Fig 2A), activation of MAPK pathways (phosphorylated ERK1/2 and p38) (Fig 2B), and NFAT nuclear translocation (Fig 2C). Similarly, induction of the NFAT target genes *EGR1/2/3*[31] was not changed by co-stimulatory blockade (Fig 2D). The expression of negative regulators of TCR signaling, such as *DGKA* and *CBLB*, was also unaffected (data not shown). In contrast, AKT phosphorylation was diminished in the absence of CD28 co-stimulation, and this decrease was sustained at least 14 hours after activation (Fig 2B). Notably, the absence of co-stimulation strongly decreased but did not abolish activation of cJUN and NF-κB (Fig 2C), confirming that both of these pathways are co-induced by TCR and CD28 signals[2].

**Fig 2:**
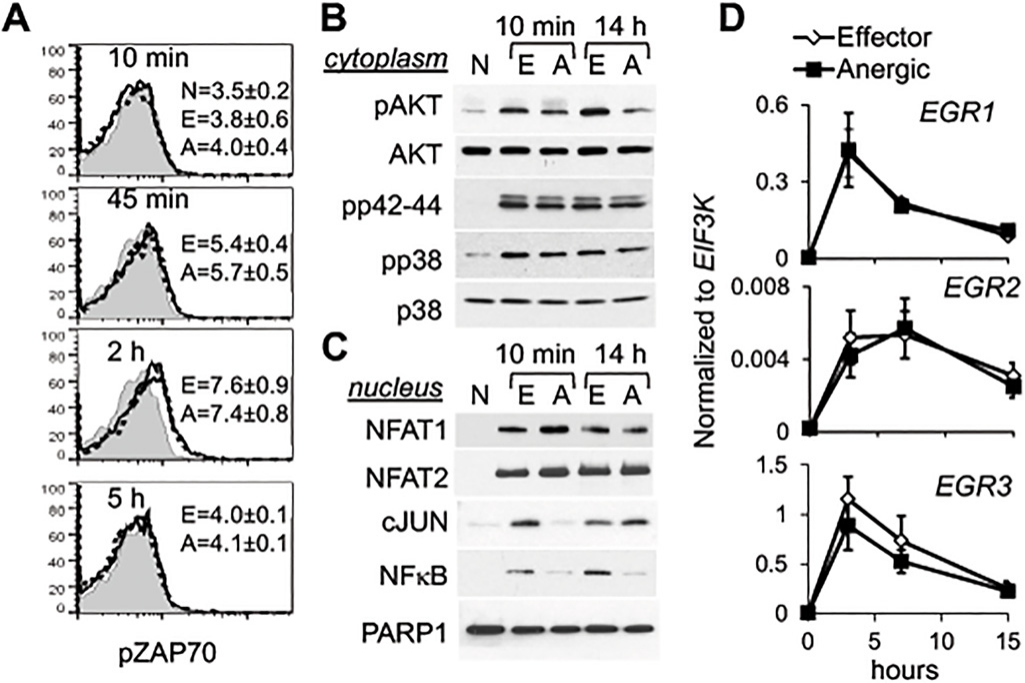
Molecular characteristics of CD4^+^ T cells activated in the presence of co-stimulatory inhibition. Naïve CD4^+^ T cells were activated as in Fig 1B. **A.** Phosphorylation of ZAP70 in CD4^+^ T cells stimulated for the indicated time periods was analyzed by FACS. Shown is one representative experiment with the mean of fluorescence intensity for each population ± SEM from 5 independent experiments. Gray plot is naïve cells (N, unstimulated); dotted line is effector cells (E, αCD3 + αCD28); solid line is anergic cells (A, αCD3 + CTLA4-Ig). **B.** Activation of AKT and MAPKs in cytoplasm and **C.** translocation of transcription factors to the nucleus during activation were examined by western blot (cytoplasmic AKT and p38 and nuclear PARP1 were used as loading controls). Each experiment was repeated at least 3 times. **D.** mRNA expression of indicated genes was measured by real-time PCR (n = 5). Data are presented as mean ± SEM.

### Kinetics of transcriptional profile induced by CTLA4-Ig during CD4 T cell activation

To better understand the mechanism of CTLA4-Ig action during T cell activation, we analyzed the kinetics of gene expression in human CD4 cells stimulated by αCD3 and APCs in the presence or absence of CTLA4-Ig (Fig 3). 

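Naïve CD4 cells were cultured with autologous antigen-presenting cells and left resting (0 hours) or activated for 3, 7 and 14 hours with αCD3 at 2 μg/ml together with αCD28 at 1 μg/ml (effector cells) or CTLA4-Ig at 7.5 μg/ml (anergic cells). The deposited sample notes give the same doses in mg/ml, and they name αCD28 for the effector cells where the legend of Fig 3 names αCD3 and antigen-presenting cells. CD4 cells were isolated again by positive selection before RNA was prepared. There was 1 library for each of the 7 conditions, so no value has a replicate behind it and every difference is a difference between libraries. The libraries carried a strand mark (dUTP) and were sequenced on a HiSeq 2000 according to the paper and a HiSeq2500 according to the deposited notes. The paper's stated depth is about 10 M (1e6) reads per sample. The authors aligned the reads with STAR and deposited RPKM per gene. The paper's methods name hg18 as the genome, whereas the deposited notes and the gene coordinates in the file are hg19, which is the build of every position given here. Whole reads could be worked back from the RPKM of genes with 1 listed transcript, and the depth this gave was 8.00 M mapped reads for the resting library, 17.8 and 7.08 M for the effector and anergic libraries at 3 hours, 9.74 and 12.6 M at 7 hours and 11.5 and 14.3 M at 14 hours. A floor of 3 reads was used where a gene had no reads. Of the rows in the file, 11140 genes were above an RPKM of 1 in at least 1 library and were compared. Ratios were taken on the log2 scale after 0.5 was added to each RPKM, and a gene was called changed when the ratio was at least 2-fold, which stands in for the paper's DESEQ p value. Intervals on ratios of reads are 95% exact binomial intervals and cover counting error only.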

In both conditions, CD4 cells upregulated a large group of genes targeted by TCR signals (cluster IV), confirming intact activity of TCR downstream pathways. 

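Genes that rose at least 2-fold over resting cells in both conditions included the immediate targets of TCR signals *EGR1*, *EGR3* and *NR4A1*, the activation marker *CD69* and the cytokine gene *TNF*. *EGR1*, which encodes a zinc finger transcription factor, lies on chromosome 5 of hg19 from 137801182 to 137805004 and went from 1.35 RPKM in resting cells to 10.7 in effector and 19.7 in anergic cells at 3 hours. *EGR3* went from 0.461 RPKM to 17.7 and 20.5, and *TNF* from 0.821 to 19.0 and 16.6. *CD69* reached 13.9 RPKM in effector and 8.00 in anergic cells at 3 hours from 1.79 in resting cells. At 14 hours *EGR1* stood at 39.0 RPKM in anergic and 14.3 in effector cells, a ratio of 2.73 (2.47 to 3.02).
Of 26 early TCR genes listed before the data were examined, 13 in effector and 11 in anergic cells were at least 2-fold above resting at 3 hours, 15 and 14 at 7 hours, and 12 and 18 at 14 hours. Of this list 9 genes passed at all 3 times in both conditions. This was also so for 10 of 38 interferon response genes, among them *GBP2*, a guanylate-binding protein gene, which went from 18.4 RPKM in resting cells to 154 in effector and 120 in anergic cells at 7 hours. Of 24 NF-κB target genes, 4 passed at all times, including *ICAM1* and *CCL4*, a chemokine gene that at 3 hours was at 13.2 RPKM in effector and 4.87 in anergic cells.
In total 329 genes were higher than in resting cells in both conditions at 3 hours, 583 at 7 hours and 379 at 14 hours, and 139 were higher at all times. The counts of genes lower in both conditions were 143, 189 and 224. Lists of these sizes would share 50.6, 66.0 and 52.3 higher genes if they were independent. Over 6135 genes with whole reads the shared counts were 201, 352 and 225, and libraries simulated without any change against the resting library shared 30.4, 31.7 and 36.4 on average. Part of the excess may come from the resting library, which both conditions share and which cannot be split. The paper takes the genes that rose in both conditions as further evidence that pathways downstream of the TCR were intact under CTLA4-Ig. Its other evidence was phosphorylation of ZAP70 and MAPKs, nuclear translocation of NFAT, RT-PCR of the EGR genes and CD69 on the cell surface.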

Interestingly, major differences between cell populations were observed during the first few hours of activation (cluster II and III, 3 hours). Thus, at early time points, only naïve cells activated by αCD3 in the presence of co-stimulation were able to upregulate genes encoding cytokines and cytokines receptors, such as *IL2*, *CSF2*, *LTA*, *IL2RA*, *IL15RA*, and *IL12RB2*, and transcription factors (TFs) that are important in immune response—*BATF*, *IRFs*, *MYB*, *BHLHE40*, *REL*, and *TBX21* (cluster II). 

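At 3 hours *REL*, which encodes an NF-κB subunit, was at 9.62 RPKM in effector and 4.09 in anergic cells, a ratio of 2.35 (1.84 to 3.05). *COX6A1*, a subunit of cytochrome c oxidase, was at 8.46 against 3.21 RPKM (2.64, 1.46 to 5.15). In the other direction, the ribosomal protein gene *RPS15A* was at 293 RPKM in effector and 1234 in anergic cells, a log2 ratio of 2.07, although its reads can be shared with its pseudogenes. *EEF1A1*, an elongation factor with many pseudogenes, was at 26.8 and 58.0 RPKM. *MTRNR2L6*, a copy of mitochondrial ribosomal RNA, was at 1.09 and 35.2 RPKM, with 27.9 in resting cells.
At 3 hours 511 genes were at least 2-fold higher and 258 at least 2-fold lower in anergic than in effector cells, and at 7 hours these counts were 182 and 137. The 3 hour libraries differed as a whole, because the median log2 ratio of anergic to effector cells over all compared genes was 0.41 at 3 hours, 0.09 at 7 hours and 0.00 at 14 hours. When the libraries were scaled by the median of their ratios, the split at 3 hours turned to 182 higher and 396 lower in anergic cells. Scaling to *EIF3K*, the gene the authors used as an internal control for RT-PCR, gave 406 and 264. Medians of gene lists are therefore given also relative to the median of all genes. The interferon response genes had a median of 0.08 at 3 hours, under every one of 10000 random lists of the same size and expression, and the early TCR genes had 0.13, at percentile 0.1, so both lay below the other genes of these libraries. Lists of T cell markers (0.44) and cytokine receptor genes (0.43) lay near the median of all genes. Counting error alone limits many of the calls, since the 95% interval lay beyond 2-fold for 89 genes at 3 hours and 15 at 7 hours out of 6135 with whole reads.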

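*LTA*, which encodes lymphotoxin alpha and lies on chromosome 6 of hg19 from 31540072 to 31542100, went from 3.28 RPKM in resting cells to 9.30 in effector and 4.71 in anergic cells at 3 hours. *IL2*, the T cell growth factor gene on chromosome 4 from 123372627 to 123377650, had 9 reads (0.635 RPKM) in effector cells and none in resting or anergic cells, where the lower depth leaves a ratio as low as 0.786 within the interval. *CSF2*, the GM-CSF gene, had 3 reads in effector cells and none in the others. *IL2RA*, the alpha chain of the IL-2 receptor, rose in both conditions, from 0.117 RPKM to 1.1 in effector and 0.922 in anergic cells (effector over anergic 1.2, 0.72 to 2.06). The receptor genes *IL15RA* and *IL12RB2* stood higher in anergic cells, at 1.5 and 2.22 RPKM for *IL15RA* and at 0.161 and 0.258 for *IL12RB2* in effector and anergic cells. These values are before the shift of all genes towards anergic cells, a median log2 ratio of 0.41, is taken off.
Of these 6 cytokine and receptor genes, 3 in effector cells (*IL2*, *LTA* and *IL2RA*) and 1 in anergic cells (*IL2RA*) were at least 2-fold above resting at 3 hours. Their median log2 ratio of anergic to effector cells was -0.34, or -0.76 relative to all genes, at percentile 0.2 of random lists. Because the paper chose these genes on the same libraries, their place among other genes is not independent evidence. On a list of 10 expressed cytokine genes fixed beforehand, which shares *IL2*, *CSF2* and *LTA* with the paper's genes, 5 in effector and 3 in anergic cells had risen, and 8 of the 10 were lower in anergic cells.
Of 13 expressed TF genes on a list made from the paper's text, 6 in effector and 6 in anergic cells were at least 2-fold above resting at 3 hours. The paper names IRFs only as a family, so the single IRF genes on this list were chosen here and need not be those of its cluster. *IRF1*, an interferon response factor, was at 22.5 RPKM in resting, 107 in effector and 109 in anergic cells, and *IRF4*, which is induced through the TCR, was at 0.891, 16.8 and 12.6. *BATF*, an AP-1 family member, went from 4.92 RPKM to 10.6 in effector and 6.91 in anergic cells (1.53, 1.1 to 2.17), and *IRF8* from 3.71 to 7.42 and 8.70. *MYB* was at 0.706 RPKM in resting, 1.55 in effector and 1.67 in anergic cells. *REL* was the 1 TF gene at least 2-fold apart between the conditions. The median of the 13 genes was 0.03, or -0.38 relative to all genes.

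**Figure D1:**
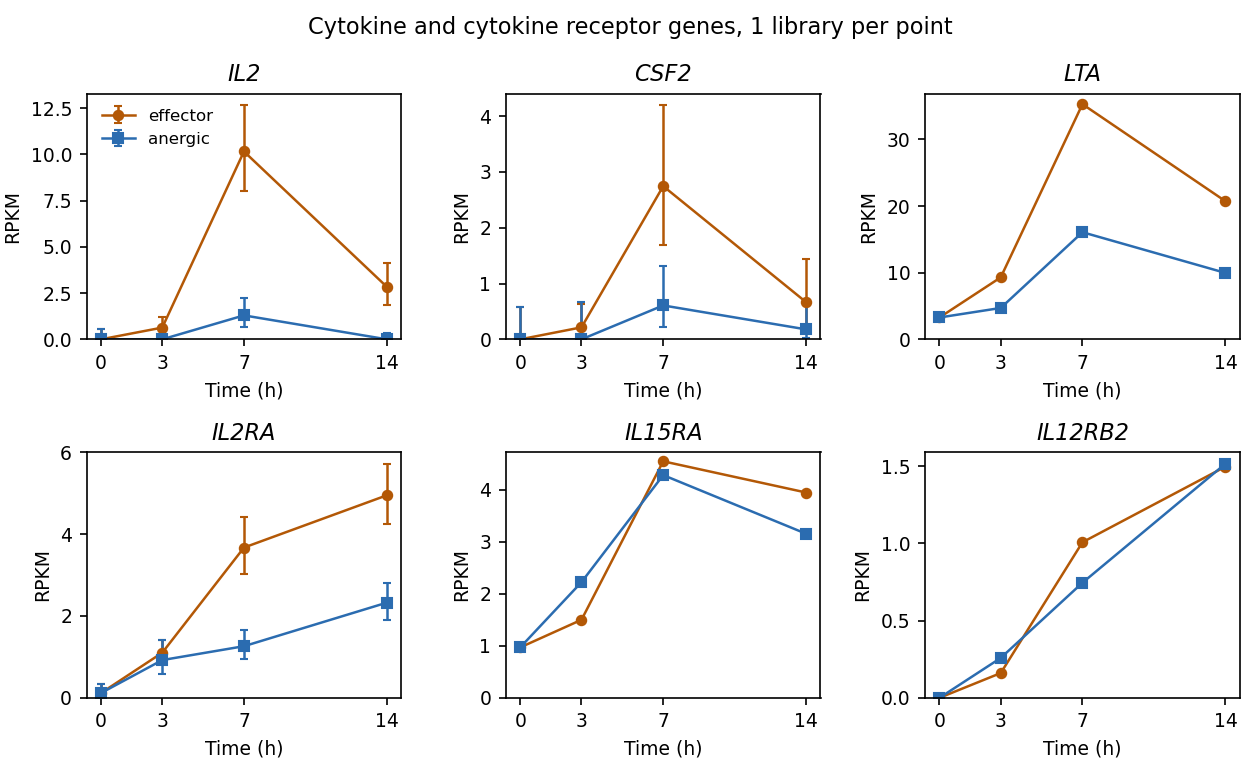
RPKM (vertical axis) of *IL2*, *CSF2*, *LTA*, *IL2RA*, *IL15RA* and *IL12RB2* against hours of activation (horizontal axis) in effector (orange circles) and anergic cells (blue squares), with 1 library per point and bars for 95% counting intervals where reads were recovered. *IL2* reached 10.2 RPKM in effector and 1.30 in anergic cells at 7 hours, while *IL15RA* was at 4.54 and 4.28.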

CD4 cells activated in the presence of CTLA4-Ig had a delayed response with lower levels of induction of these genes at later time points (Fig 3, cluster II effector [E] vs. anergic [A]). Similarly, genes downregulated following T cell activation were reduced slower in the presence of CTLA4-Ig treatment (cluster III, 3 hours). 

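By 7 hours *IL2* was expressed in both conditions, from 79 reads in effector and 13 in anergic cells, a ratio of 7.85 (4.33 to 15.4). *CSF2*, on chromosome 5 of hg19 from 131409486 to 131411863, was at 2.75 RPKM in effector and 0.608 in anergic cells at that time (4.52, 1.76 to 13.7). *LTA* was at 35.3 and 16.1 RPKM at 7 hours and at 20.7 and 9.96 at 14 hours. *IL2RA* was 2.91-fold (2.08 to 4.13) higher in effector cells at 7 hours and 2.13-fold (1.67 to 2.73) at 14 hours. At 14 hours *IL2* had 26 reads in effector and none in anergic cells, and *IL12RB2* stood at 1.5 and 1.52 RPKM.
All 6 of the cytokine and receptor genes named by the paper had risen at least 2-fold in both conditions at 7 hours, and 4 of them were at least 2-fold higher in effector than in anergic cells. Their median log2 ratio of anergic to effector cells was -1.18 at 7 hours and -0.86 at 14 hours. Among the TF genes, 10 in effector and 7 in anergic cells had risen at 7 hours, and 8 and 9 at 14 hours. *BHLHE40*, which encodes a helix-loop-helix repressor, was at 7.51 RPKM in effector and 2.59 in anergic cells at 7 hours (2.90, 2.27 to 3.71). *TBX21*, the gene of the Th1 factor T-bet, was at 6.26 and 5.01 RPKM at 7 hours and at 5.44 and 1.85 at 14 hours (2.95, 2.21 to 3.97). *IRF4* was at 33.7 and 20.9 RPKM at 7 hours, and *IRF1* at 166 and 154. Outside the genes named by the paper, *TNFRSF4*, a costimulatory receptor gene, was at 28.9 RPKM in effector and 10.6 in anergic cells at 7 hours (2.73, 2.24 to 3.35). *BCL2L1*, which encodes a survival factor, was at 10.7 and 4.39.
The 583 genes that were at least 2-fold above resting in both conditions at 7 hours had a median log2 ratio to resting of 1.04 in effector and 1.18 in anergic cells at 3 hours. They included 28 of 38 interferon response genes, 14 of 26 early TCR genes and 9 of 24 NF-κB target genes. At 3 hours 51 of them were at least 2-fold higher in effector and 46 in anergic cells. Their median ratio of anergic to effector cells at 3 hours was 0.21 and turned to -0.18 when libraries were scaled by the median of their ratios. Relative to all genes it was -0.21 (-0.069 without a filter on low values and -0.31 for genes selected at 14 hours), and 64.5% of the 583 genes lay under the median of all genes.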

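*COL1A1*, a collagen gene on chromosome 17 of hg19 from 48261458 to 48279000, was at 95.6 RPKM in the resting library, 0.0665 in effector and 133 in anergic cells at 3 hours, and 0.0346 and 0.0402 at 7 hours. *COL1A2* and *SPARC*, which encode another collagen chain and a matrix protein, had the same course, with 60.0 and 46.1 RPKM in anergic cells at 3 hours against 0.0208 and 0.094 in effector cells. The monocyte marker *CD14* was at 5.39 RPKM in resting cells, 4.86 in effector and 8.08 in anergic cells at 3 hours, and 0.666 and 1.03 at 7 hours. *FCN1*, another monocyte gene, was at 13.8, 12.4 and 17.9 RPKM, and then at 4.16 and 6.94.
In all, 189 genes were at least 2-fold under resting in both conditions at 7 hours. Their median log2 ratio to resting at 3 hours was -1.40 in effector and -0.75 in anergic cells. Between the conditions at 3 hours, 46 of them were at least 2-fold higher in anergic and 23 in effector cells. The median ratio of anergic to effector cells was 0.48, or 0.06 relative to all genes. The direction of the relative value changed with the setting, from -0.11 without connective tissue genes and -0.0073 with scaling to *EIF3K* to 0.17 without a filter and 0.24 without small RNA genes. Among the 189 genes were 13 of the 14 expressed members of a connective tissue list that was added after the values were seen. They also held 6 of 19 genes of the extracellular matrix, 4 of 14 monocyte markers, and from the ribosomal protein list *RPL41*. Connective tissue genes were near 0 in the effector libraries and in the anergic library at 7 hours, so the resting and the anergic 3 hour libraries stand apart from the others by them.

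**Figure D2:**
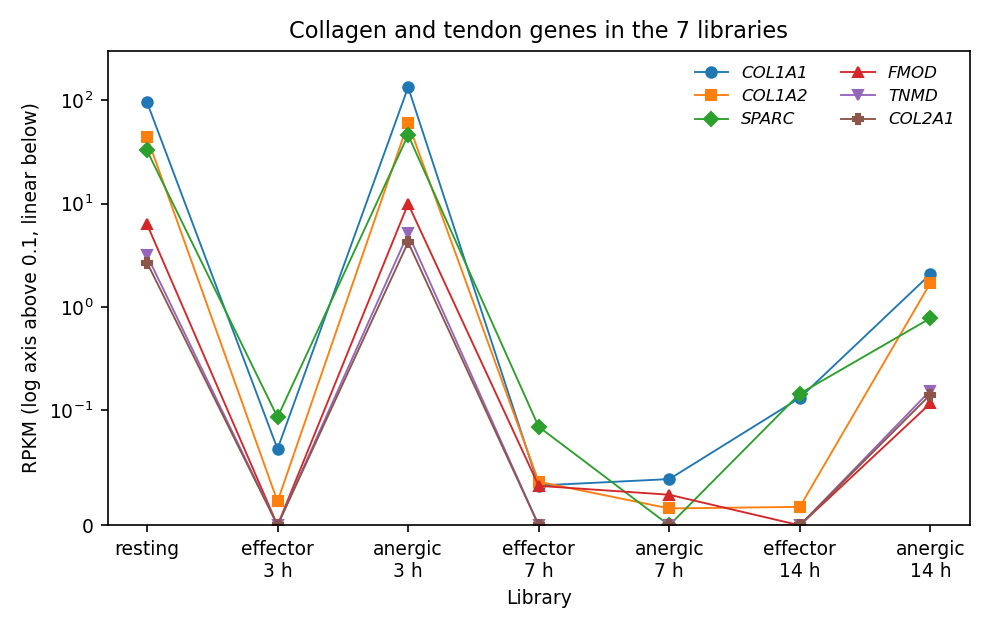
RPKM (vertical axis, logarithmic above 0.1 and linear below) of *COL1A1*, *COL1A2*, *SPARC*, *FMOD*, *TNMD* and *COL2A1* in the 7 libraries (horizontal axis), 1 point per library. *COL1A1* is at 95.6 in resting and 133 in anergic cells at 3 hours and at 2.08 in anergic cells at 14 hours.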

A large group of these genes was involved in regulation of cell motility and migration (S1 Table, Biological Process: GO:0048870 and GO:0016477). 

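The homing receptor gene *CCR7* was at 172 RPKM in resting cells, 134 in effector and 181 in anergic cells at 3 hours, and *SELPLG*, which encodes a ligand of selectins, was at 49.4, 27.5 and 55.6. *CXCR3*, a chemokine receptor gene, was at 0.415 RPKM in effector and 2.43 in anergic cells at 3 hours. *DOCK2*, which drives movement of lymphocytes, was at 11.0 and 12.2 RPKM, and *VAV1*, which links the TCR to the cytoskeleton, at 13.5 and 12.4.
Of 33 expressed genes of cell motility and migration, 32 were higher and 1 was lower in anergic cells at 3 hours before the shift of all genes is taken off, and 1 was at least 2-fold higher. Their median log2 ratio was 0.53, at percentile 93.4 of random lists, or 0.11 relative to all genes. Against resting their median at 3 hours was -0.23 in effector and 0.26 in anergic cells, with 1 gene at least 2-fold lower in effector cells and 0 in anergic cells. At 7 hours 2 in effector and 3 in anergic cells were at least 2-fold lower, and *FPR1* and *MYO1F*, chosen after their values were seen, were the 2 that fell in both.
Of 19 expressed genes of the extracellular matrix, 6 fell at least 2-fold in effector cells at 3 hours and 0 in anergic cells, followed by 7 and 6 at 7 hours. The matrix list shares 8 genes with the connective tissue list, and these counts were not repeated without them. Their median ratio of anergic to effector cells at 3 hours was 0.38 relative to all genes, 0.19 without the connective tissue genes and -0.12 with every member in the file. Of 16 expressed genes of the αMβ2 integrin group, 14 were higher in anergic cells at 3 hours and 1 passed 2-fold, and the median of 0.10 relative to all genes was 0.00 when libraries were scaled by the median of their ratios and -0.056 with every member in the file.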

Surprisingly, CD4 cells stimulated in the presence of CTLA4-Ig showed uniquely expressed or reduced genes at later time points (cluster V and VI, 14 hours). 

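Genes raised in the anergic 14 hour library alone included *NDUFB4* and *NDUFA3*, which encode subunits of respiratory complex I, at 36.8 and 45.6 RPKM against 10.2 and 20.9 in effector cells at 14 hours. *CCL5*, a chemokine gene, was at 17.9 against 4.25 RPKM (4.21, 3.18 to 5.64), and *MT2A*, a metallothionein gene, at 36.7 against 14.7. *IFITM2*, an interferon-induced membrane protein gene with close paralogs, was at 63.8 against 26.3. The B cell receptor gene *CD79A* was at 15.8 against 6.64 RPKM, and the haemoglobin gene *HBA1* at 50.7 against 6.79. Both are on marker lists of other blood cells, B cells for *CD79A* and erythroid cells for *HBA1*, and which cells gave these reads was not tested. Genes reduced in this library alone included *EBPL*, a sterol isomerase homolog, at 0.858 against 6.13 RPKM (0.14, 0.0689 to 0.26 for anergic over effector), and the spliceosomal RNA *RNU6ATAC* at 1.68 against 156. *FEZF2*, which encodes a zinc finger factor, had 67 reads in effector cells at 14 hours and none in anergic cells.
By the rule that a gene stands at least 2-fold above or below each of the other libraries, 43 genes were above and 171 below in the anergic 14 hour library. The other libraries had such genes as well, with 53 above and 139 below in resting cells, 57 and 27 in anergic cells at 3 hours, and 29 and 7 in effector cells at 14 hours. Of the 171 genes below, 122 were small RNA genes, a class that took 7.31% of the summed RPKM in this library and between 13.6% and 32.7% in the others. The paper purified mRNA and selected fragments by size, so values of this class, *RNU6ATAC* among them, may not measure the mature RNAs. This was not tested. Without small RNA genes, left out after the values were seen, 86 genes were specific to the library in either direction.
At 14 hours 249 genes were at least 2-fold higher and 615 lower in anergic than in effector cells, and with scaling to *EIF3K* these became 710 and 396, as the median of all genes moved to 0.29. Of 78 expressed genes of oxidative phosphorylation, 21 were higher and 57 lower in anergic cells, 3 and 13 of them at least 2-fold. Their median was -0.28, which with *EIF3K* scaling turned to 0.036, or -0.25 relative to all genes. *COX6C*, another oxidase subunit, was at 9.82 RPKM in effector and 3.11 in anergic cells. B cell markers had a median log2 ratio to resting of 1.2 in anergic and 0.50 in effector cells at 14 hours, and 8 and 3 of 12 were at least 2-fold above resting.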

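*RPLP0*, which encodes a protein of the ribosomal stalk and lies on chromosome 12 of hg19 from 120634504 to 120639014, was at 123 RPKM in effector and 27.7 in anergic cells at 14 hours, after 141 and 124 at 7 hours. *RPS3A*, a protein of the small subunit, was at 10.1 and 2.33 RPKM. *RPS28* and *RPL32* went the other way. *RPS28*, on chromosome 19 from 8386385 to 8387280, was at 26.6 RPKM in effector and 126 in anergic cells (4.74, 3.89 to 5.82), and *RPL32* at 86.2 and 184. *RPLP2* stayed at 952 and 982 RPKM.
Of 79 expressed ribosomal protein genes, 24 were higher and 55 lower in anergic than in effector cells at 14 hours, with 2 at least 2-fold higher and 23 at least 2-fold lower. Against resting, 18 were at least 2-fold lower in anergic and 1 in effector cells. The median log2 ratio of anergic to effector cells was -0.40 at 14 hours, at percentile 0.01 of random lists, while the mean of -0.43 lay at percentile 30.6. Taking off a trend with transcript length and GC content, fitted over other genes, moved the median to -0.22. With scaling to *EIF3K* the median was -0.12, or -0.41 relative to all genes. The genes also lay below the other genes at earlier times, with medians of 0.06 at 3 hours, or -0.36 relative to all genes (percentile 0), and 0.00 at 7 hours (percentile 0.03). In all, 9 of the genes were at least 2-fold lower in the anergic 14 hour library than in each other library. Ribosomal protein genes have many processed pseudogenes with which reads can be shared, so single values are uncertain.
Of 43 expressed translation factor genes, 20 were higher and 23 lower in anergic cells at 14 hours, and their median was -0.03, which with scaling to *EIF3K* turned to 0.29, or 0.0029 relative to all genes. *PABPC1*, the poly(A)-binding protein gene, was the 1 member at least 2-fold apart, at 206 RPKM in effector and 446 in anergic cells. *EIF5B*, an initiation factor, was at 5.85 and 11.5 RPKM, and *EEF1A1* at 38.5 and 19.5. Of 75 mitochondrial ribosomal protein genes, 57 were lower in anergic cells and 5 at least 2-fold lower, such as *MRPS17* at 5.35 and 1.79 RPKM. Their median was -0.32, which with scaling to *EIF3K* became -0.016, or -0.30 relative to all genes. Ribosome biogenesis genes had a median of -0.19, with 25 of 38 lower.

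**Figure D3:**
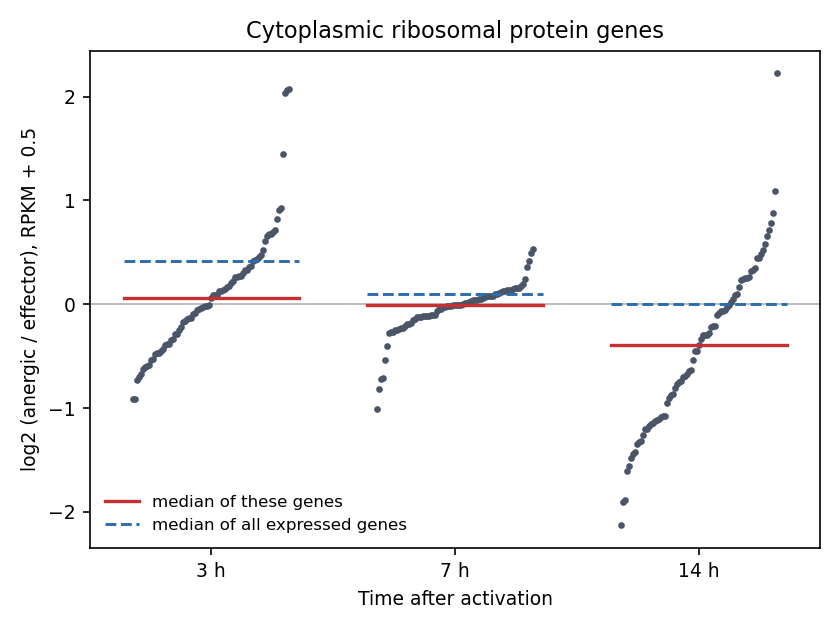
Log2 ratio of anergic to effector RPKM (vertical axis) of 79 ribosomal protein genes at 3, 7 and 14 hours (horizontal axis), sorted by ratio within each time, with 1 library per condition. The median of these genes (red line) is -0.40 at 14 hours against 0.00 for all expressed genes (blue dashed line), and relative to all genes it stays negative, at -0.41, with scaling to *EIF3K*.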

Interestingly, CTLA4-Ig treatment significantly downregulated the expression of genes that are responsible for the activity of translational machinery. This alteration may restrict cell activation processes, inhibit cell proliferation, and promote anergic cell generation. More comprehensive analysis of the functional activity of these genes will be needed to elucidate a mechanism of CTLA4-Ig action on anergic cell generation.

**Fig 3:**
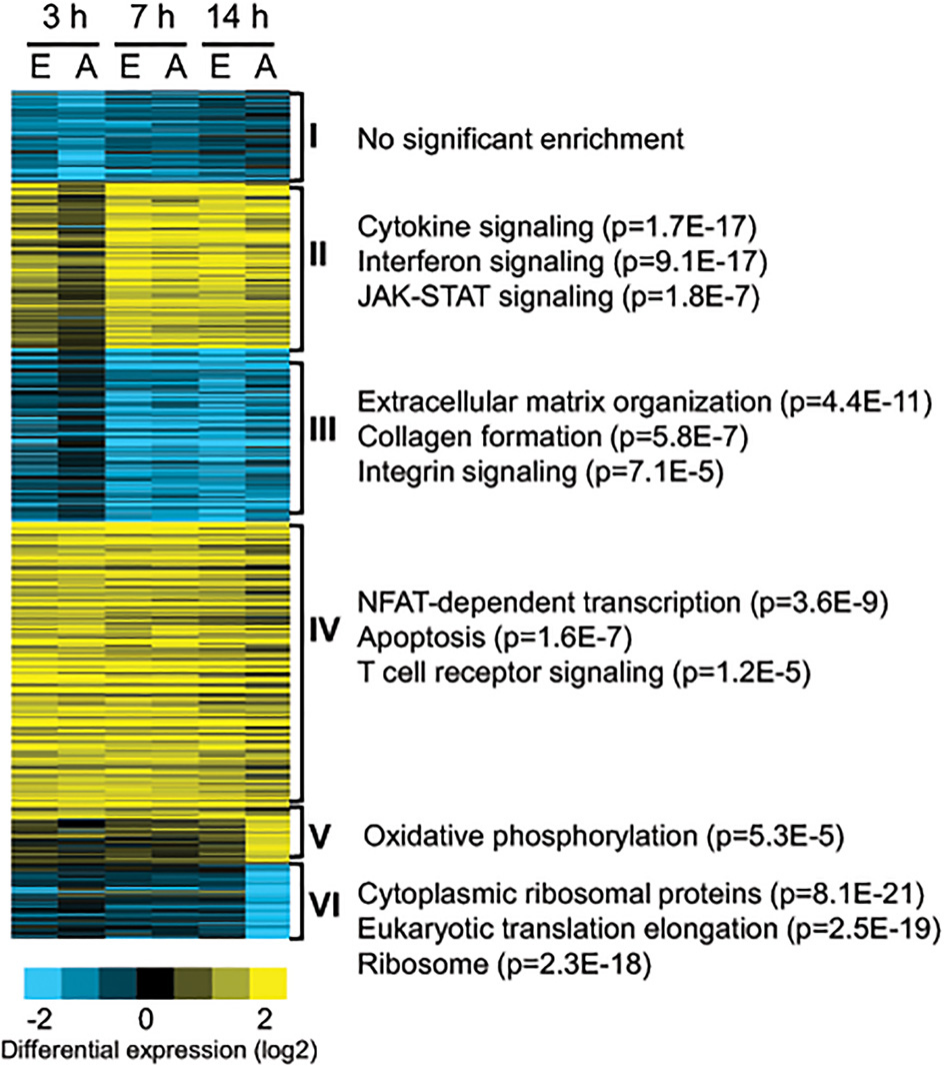
Kinetics of gene expression induced in the presence or absence of CTLA4-Ig in TCR-activated CD4^+^ T cells. Naïve CD4^+^ T cells were activated with αCD3+APCs in the presence or absence of CTLA4-Ig for 0, 3, 7, and 14 hours. CD4 cells were purified and subjected to RNA preparation and RNA-Seq analysis. Data shown are K-mean clustering of genes differentially expressed during activation compared to 0 hours with p value <0.05 and RPKM>1 in at least one condition. Selected gene ontology pathways overrepresented in each cluster are shown to the right together with the corresponding p-value.

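The largest mean rise was in a cluster of 147 genes that held 59 small RNA genes, 10 early TCR genes and 9 interferon response genes. It also held 3 of the cytokine and receptor genes the paper names and 3 genes of the TF list. Its mean log2 ratio to resting was 2.07 in effector and 2.12 in anergic cells at 3 hours, 2.75 and 2.69 at 7 hours, and 2.35 and 1.67 at 14 hours. A cluster of 730 genes with 87 small RNA genes, 16 interferon response genes and the other 3 cytokine genes rose less, with means of 0.94 and 1.09 at 3 hours. A cluster of 113 genes held 10 connective tissue and 81 small RNA genes and had means of -2.37 and -2.38 at 3 hours. The mean in anergic cells does not describe its connective tissue genes. The expressed members of the connective tissue list had a median log2 ratio to resting of 0.46 there, and of -2.485 in effector cells. The cluster that fell in anergic cells at 14 hours, with a mean of -4.54 there and -0.75 in effector cells, held 102 genes, of which 99 were small RNA genes and 0 ribosomal protein genes. A cluster of 657 genes with means of -0.66 in effector and -0.97 in anergic cells at 14 hours held 17 ribosomal protein genes and 10 monocyte markers.
In all, 2874 genes were at least 2-fold from resting in at least 1 library and were grouped by k-means into 6 clusters on their log2 ratios to resting. At 3 hours 507 genes were higher and 321 lower in effector cells and 1111 and 276 in anergic cells. At 7 hours these counts were 809 and 325 in effector and 909 and 265 in anergic cells, and at 14 hours 743 and 347 and 784 and 591. The split moved with the scaling. When libraries were scaled by the median of their ratios it was 445 and 432 in anergic cells at 3 hours, 665 and 431 and 639 and 403 in effector and anergic cells at 7 hours, and 631 and 723 in anergic cells at 14 hours. With scaling to *EIF3K* it was 431 and 452 in effector and 689 and 354 in anergic cells at 3 hours, 572 and 530 and 641 and 419 at 7 hours, and 494 and 617 in effector cells at 14 hours. Without small RNA genes, left out after the values were seen, the cluster that fell most in anergic cells at 14 hours held 408 genes, 16 of them ribosomal protein genes.

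**Figure D4:**
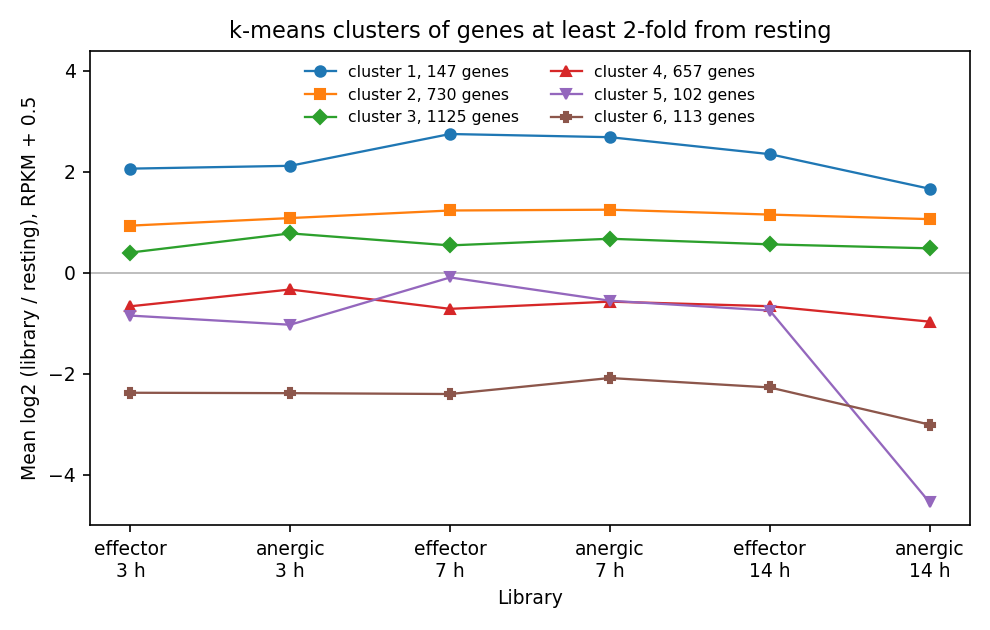
Mean log2 ratio to resting (vertical axis) of the genes of each of the 6 clusters in the 6 activated libraries (horizontal axis), 1 line per cluster. The cluster of 102 genes drops to -4.54 in anergic cells at 14 hours, and the cluster of 147 genes stays between 1.67 and 2.75.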

### Human CD4^+^ cells activated in the presence of CTLA4-Ig become hyporesponsive

In order to understand long-term effects of CTLA4-Ig on human T cells, we studied T cell survival and response to secondary activation in the cells that were activated in the presence or absence of co-stimulatory blockade. Effector cells had an increased apoptotic rate immediately after activation (0 days) and decreased survival during the following three weeks (Fig 4A). Anergic cells demonstrated lower levels of cell death than effectors on day 0, however, this population still had a higher apoptotic rate than naïve cells (Fig 4A).

**Fig 4:**
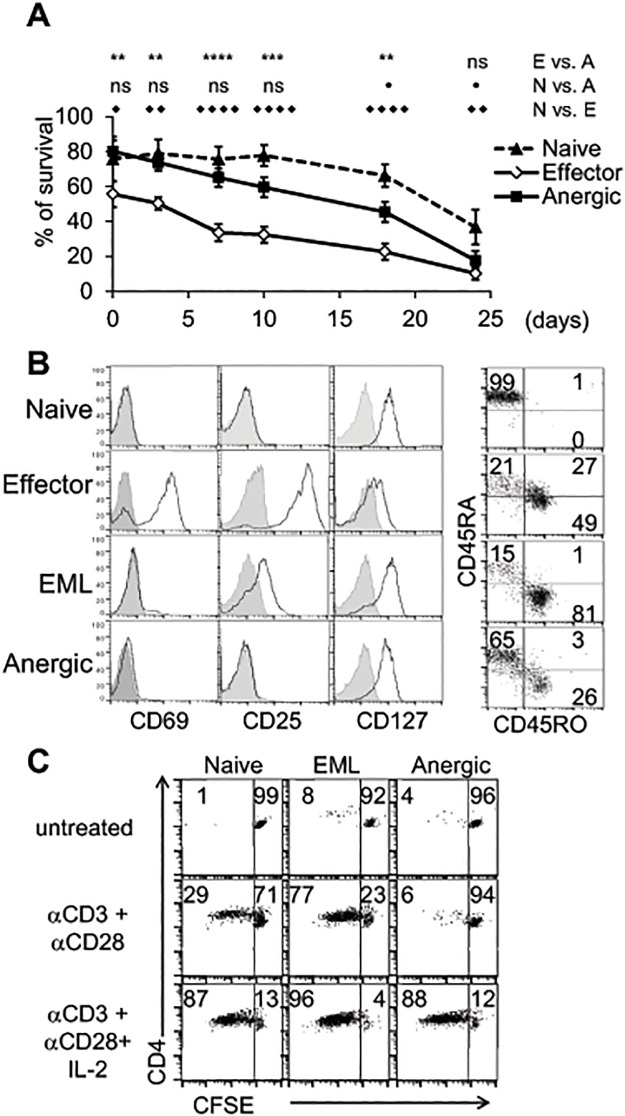
Survival, surface marker expression, and proliferation rate of anergic, effector/memory-like (EML), and naïve CD4^+^ T cells. Naïve, effector, and anergic cells were purified after 4 days of primary activation in the presence of autologous APCs. **A.** Cells were cultured in medium with 10% FBS and stained with Annexin V and 7-AAD to define apoptotic vs. live cells (n = 10). The data are presented as mean ± SEM. (**p<0.01, ***p<0.001, ****p<0.0001; ns, not significant). **B.** Fluorescence intensity of the indicated cell surface markers was measured on naïve, 4 days activated (effector), or 4 days activated and 3 days rested (EML and anergic) cells. The histograms show the expression of cell surface markers (solid line) and IgG control (gray plot). **C.** Purified populations of CD4^+^ T cells were rested for 4 days in medium, labeled with CFSE, and left untreated or re-stimulated with plate-bound αCD3 (5 μg/ml) + soluble αCD28 (2 μg/ml) ± IL-2 (100 U/ml). Numbers represent the percentage of dividing or non-dividing cells. **B-C.** Shown is one representative experiment from at least 3 experiments.

Since effector cells began expressing CD45RO instead of CD45RA and lost activation properties (see below) after 3 days of rest (Fig 4B and 4C), thus demonstrating similarity to memory cells, we will henceforth refer to these rested effector cells as effector/memory-like (EML) cells. After 3 days of rest in the medium, both EML and anergic cells had reduced expression of the activation markers CD69 and CD25, but upregulated CD127 (Fig 4B, EML and anergic vs. effector), were not dividing (Fig 4C, upper row), and were not producing cytokines (Fig 5A, medium). Notably, most anergic cells continued to express CD45RA, demonstrating similarity to the surface phenotype of naïve CD4^+^ cells (Fig 4B). However, in contrast to naïve or EML cells, anergic cells were unable to proliferate under αCD3+αCD28 activation (Fig 4C, middle row). As had been reported previously[32], addition of IL-2 to the culture rescued proliferation of anergic cells, as well as increased proliferation of EML and naïve cells (Fig 4C). These results showed that although anergic cells have an intrinsic defect that reduces their responsiveness, this defect might be overcome by additional of IL-2.

**Fig 5:**
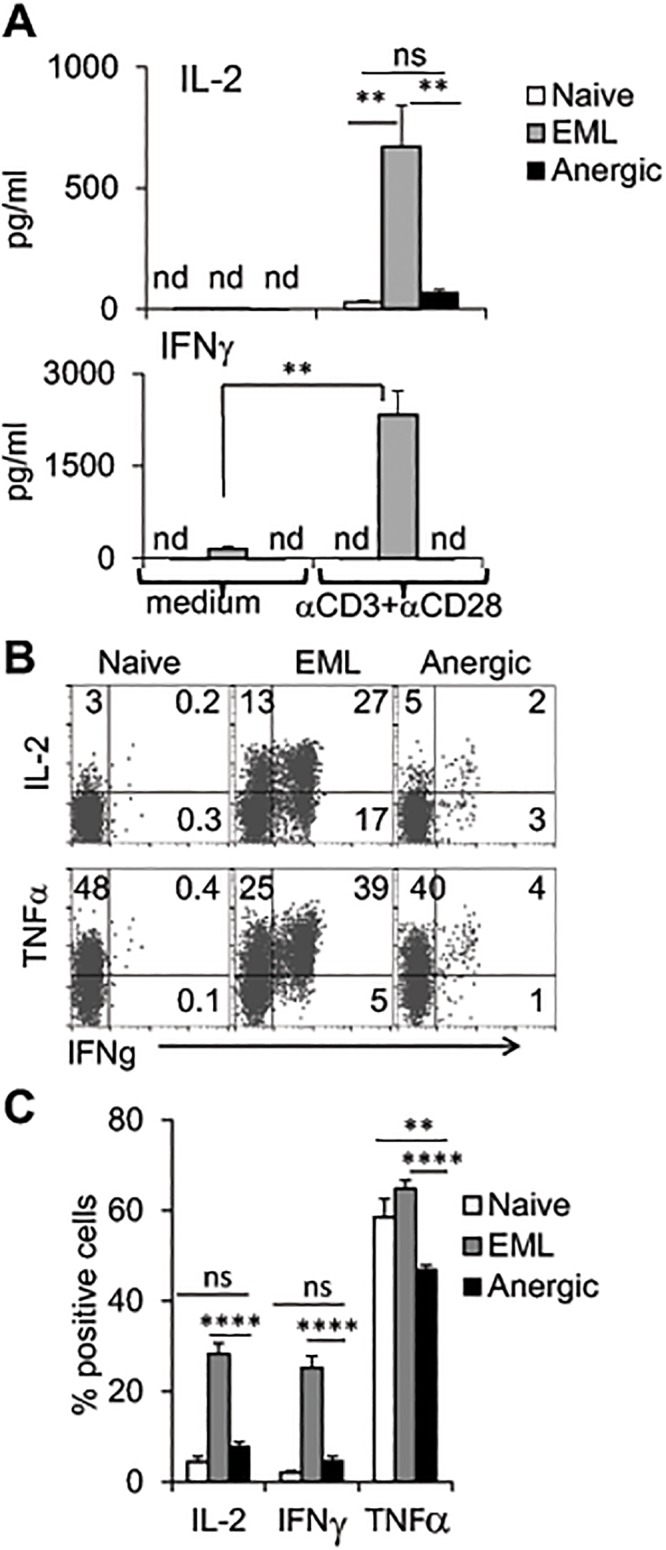
Anergic cells have a defect in cytokine production. **A-B.** Naïve CD4^+^ cells were activated as in Fig 1, purified, and rested in the medium for 4–5 days. **A.** Purified and rested (4 days) naïve, EML, and anergic cells were activated with plate-bound αCD3 and soluble αCD28 for 24 hours in the presence of αCD25 + αCD122 to prevent IL-2 usage. ELISA for the indicated cytokines was performed, and data are presented as mean ± SD of 3 independent experiments (**p<0.01; nd, not detected; ns, not significant). **B-C.** Cells were treated with PDBU and ionomycin in the presence of monensin for 2 hours. The intracellular staining of cytokines was evaluated by FACS. **C.** Average percentage of cytokine-positive cells from a group of 16 naïve, 39 EML, and 39 anergic cell samples (**p<0.01, ****p<0.0001). The data are presented as mean ± SEM.

Next we measured the ability of CD4 cells primed in the presence of CTLA4-Ig to produce cytokines upon secondary activation. As expected, these cells had decreased ability to produce cytokines following their re-stimulation with plate-bound αCD3 + αCD28 (Fig 5A, anergic vs. EML, 24 hours) or by short stimulation with PDBU + ionomycin (Fig 5B and 5C, 2 hours). The percentages of IL-2–, IFN-γ–, and TNF-α–producing cells were significantly lower in this cell population compared to EML cells (Fig 5B and 5C). Interestingly, both IL-2 and IFN-γ were produced mostly by memory-acquired phenotype EML cells (CD45RA^-^CD45RO^+^), whereas CD45RA^-^CD45RO^+^ anergic cells did not produce IFN-γ and showed lower expression of IL-2 compared to EML cells (S2 Fig). In summary, human naïve CD4^+^ cells activated in the presence of APCs, αCD3, and CTLA4-Ig fusion protein acquire characteristics of anergic cells: high viability but low proliferation rate and cytokine production in response to secondary activation.

### Anergic cells do not have the phenotypic or functional characteristics of regulatory T cells

Given that T cells generated by activation in the presence of costimulatory blockade exhibit some of the properties of Treg cells, namely poor proliferation and absence of IL-2 secretion, we decided to compare these two cell populations. For this purpose, FOXP3, IL-10, and CD25 expression, as well as suppressive activity of anergic cells, was compared with those of induced Treg (iTreg) cells. Anergic cells did not express FOXP3 during the first TCR activation (Fig 6A) or after 3 days of rest (Fig 6B) and showed only a very slight upregulation of *IL10* mRNA (S3 Fig). Similarly, they expressed only a low level of IL-2RA (CD25) after TCR activation (Fig 1D) and lost it after 3 days of rest (Fig 4B). Further, anergic cells demonstrated a minimal inhibitory effect on naïve CD4^+^ T cell proliferation compared to the inhibitory effect of iTreg cells or even EML cells (Fig 6C). Together these results demonstrate that the anergic cells generated in our system did not acquire phenotypic or functional properties of Treg cells.

**Fig 6:**
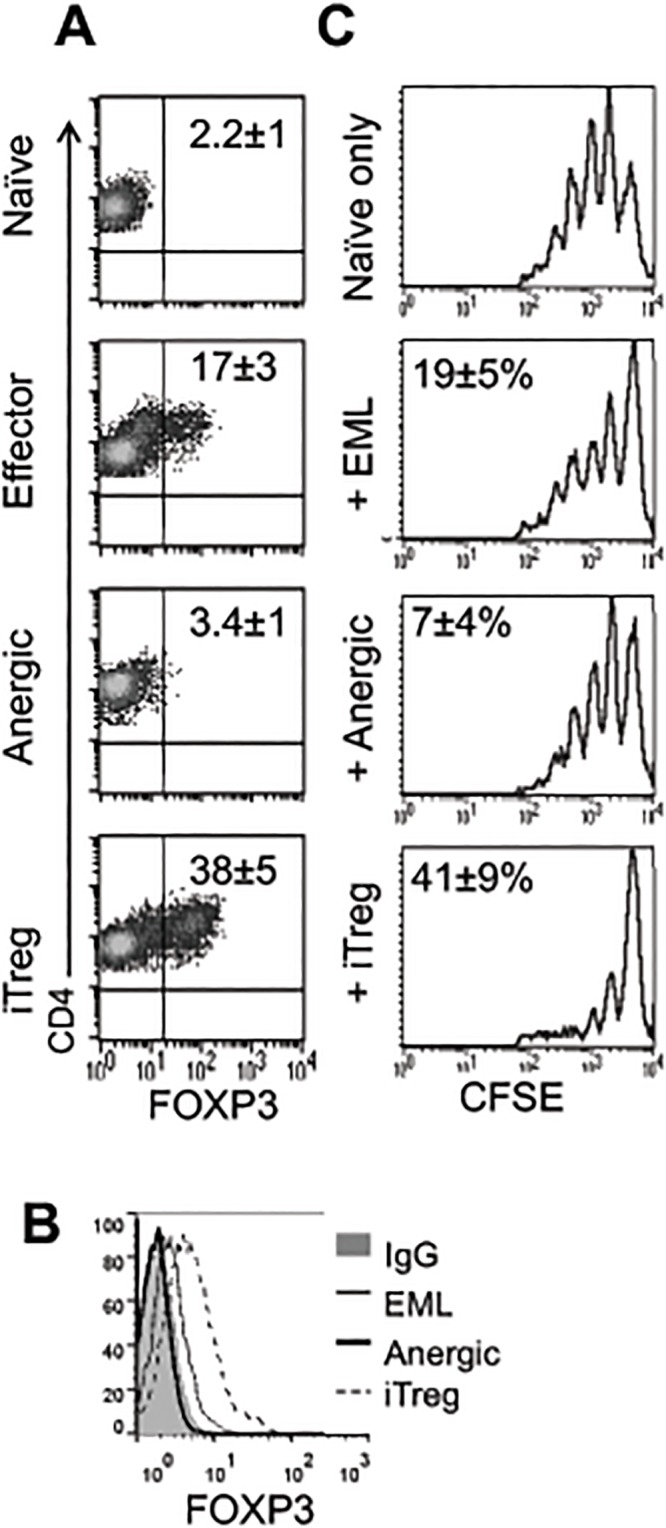
CD4^+^ T cells activated in the presence of CTLA4-Ig do not have properties of Treg cells. **A-C**. Naïve cells were activated to generate effector or anergic cells as in Fig 1. For generation of regulatory T cells (Treg cells), αCD3, αCD28, TGF-β, and IL-2 were added for the first activation. **A.** The expression of FOXP3 in CD4^+^ T cells was measured on day 4 of activation or **B.** after an additional 3 days of rest in the medium. Numbers are percent of CD4^+^FOXP3^+^ cells ± SEM (n = 11) **C.** Each group of CD4^+^ T cells was purified 4 days after activation, rested for 3 days in medium, and co-activated with freshly purified CFSE-labeled allogeneic naïve CD4^+^ cells in the presence of αCD3 + αCD28–coated beads (0.1 μl of beads per 100 μl of medium) for 4 days. The proliferation rate of CFSE-labeled naïve cells was analyzed by FACS. Shown is the average ± SEM percent inhibition of naïve cell proliferation (n = 6). EML, effector/memory-like T cells; iTreg, induced regulatory T cells.

### Human anergic cells generated in the presence of CTLA4-Ig express normal levels of E3 ubiquitin ligases but an elevated level of p27^kip1^

What could be behind the failure of anergic cells to proliferate and produce cytokines? The defect of proliferation of anergic cells was not due to decreased expression of CD3 and CD28 receptors or alterations in TCR signaling. Anergic cells expressed normal levels of both receptors compared with naïve and EML cells (Fig 7A). They were able to activate effectors downstream of TCR, such as ZAP70 and ERK (Fig 7B) and to elevate mRNA levels of EGR transcription factors (Fig 7C), although to a slightly lower level than EML cells.

**Fig 7:**
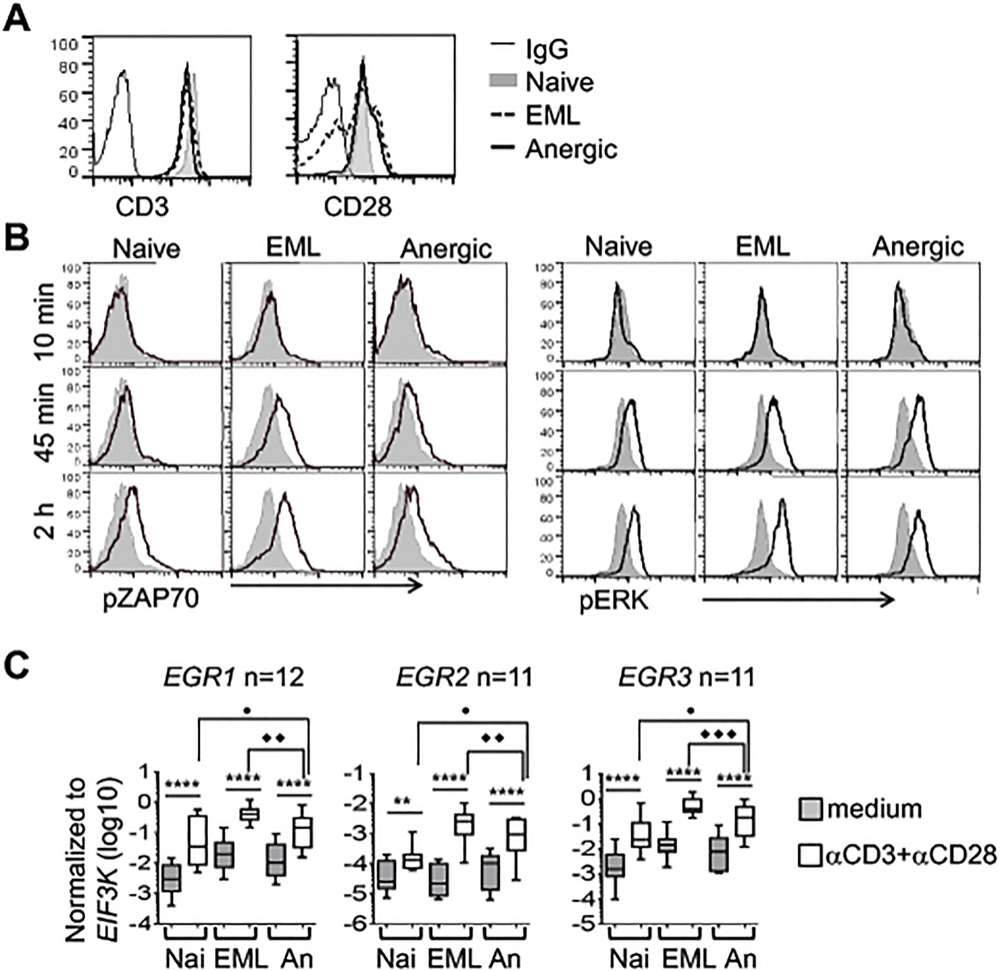
Anergic cells can receive TCR signaling. Naïve cells were activated to generate effector or anergic cells as in Fig 1 and rested for 4–5 days. **A.** The surface expression of CD3e and CD28 was analyzed by FACS. **B.** The phosphorylation of ZAP70 (left panel) and ERK1/2 (right panel) was measured in unstimulated (gray plot) and αCD3 + αCD28–stimulated (solid line) naïve, effector/memory-like (EML), and anergic cells at the indicated time points. Shown is one representative experiment out of 4 independent experiments. **C.** Rested cells were not activated or were activated with soluble αCD3 + αCD28 for 4 hours. mRNA expression of the indicated genes was measured by qRT-PCR (Box and whiskers plot). The data are presented as mean ± SEM (*p<0.05, **p<0.01, ***p<0.001, ****p<0.0001). An, anergic cells; EML, effector/memory-like T cells; Nai, naïve cells.

We next measured the expression of an inhibitor of TCR signaling, CBLB, and a negative regulator of proliferation, p27^kip1^ (cyclin-dependent kinase inhibitor 1B [CDKN1B]), proteins reported to be involved in the maintenance of anergic phenotype in other systems[22–24,33]. Both anergic and EML cells had similar mRNA levels of *CBLB* (Fig 8A). Similar results were obtained on the protein level of CBLB (Fig 8B). The expression of other E3 ligases, *ITCH* and *GRAIL*, also was not different between naïve, EML, and anergic cells (data not shown). *CDKN1B* (p27^kip1^) mRNA was expressed at a similar level in all three cell types (Fig 8A), but naïve and anergic cells had a significantly higher p27^kip1^ protein level than EML cells (Fig 8B). The difference between mRNA and protein results is not surprising since post-transcriptional regulation of p27^kip1^ expression has been demonstrated previously[34]. Consistent with previous findings in human anergic T-cell clones[26], our results showed that the addition of IL-2 during anergic T cell activation reduces p27^kip1^ protein level (S4 Fig). These results suggest that T cell hyporesponsiveness is not due to E3 ligases inhibiting TCR signaling but possibly due to a heightened threshold for mitogenic signaling, represented by increased levels of p27^kip1^, as discussed previously for the murine system[22] and human T cell clones[24].

**Fig 8:**
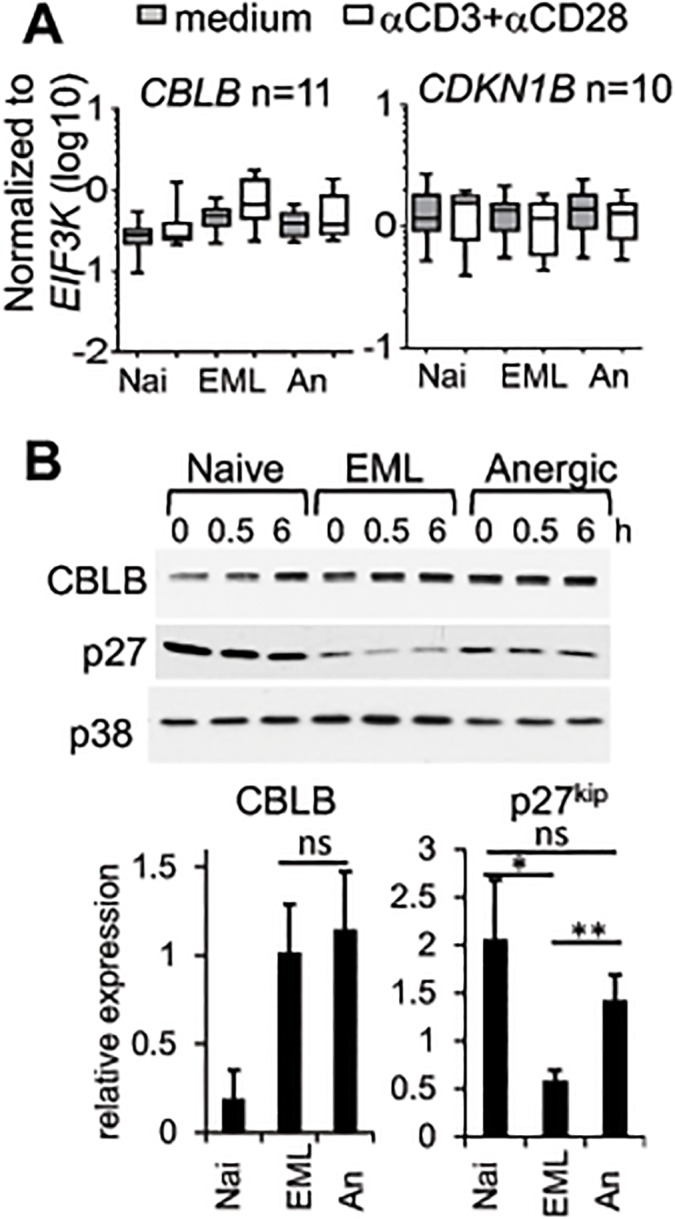
Human anergic cells have increased level of p27^kip1^. **A-B.** Naïve, EML, and anergic cells were left untreated or stimulated with soluble αCD3 + αCD28, and **A.** mRNA level after 4 hours (Box and whiskers plot) or **B.** protein level of CBLB and p27^kip1^ after 0, 0.5, and 6 hours were measured. The lower panel represents the relative protein expression of CBLB and p27^kip1^ to p38 as loading control from 6 (CBLB) and 10 (p27^kip1^) independent experiments at 0 hours (*p<0.05, **p<0.01; ns, not significant). The data are presented as mean ± SEM. An, anergic cells; EML, effector/memory-like T cells; Nai, naïve cells.

## Discussion

In various anergy models, multiple factors were reported to be responsible for anergy induction. It has been shown that E3 ubiquitin ligases, the DGK family, p27^kip1^, Ikaros, EGR2, and EGR3 proteins contribute to the anergy program in murine models[21–24,33,35–39] and may be called “anergic factors”. In our model of human anergic T cells induced by CTLA4-Ig, we did not observe overexpression of these molecules compared to fully activated cells, with the exception of p27^kip1^. In order to test whether the discrepancy between the models is due to differences between humans and mice, we also induced anergy in human T cells by ionomycin treatment, as was described previously[33]. Ionomycin upregulated the expression of *EGR2*, *EGR3*, and *CBLB* but not *EGR1*, in agreement with results obtained in murine cells[33,40] (S5 Fig). These data suggest that in addition to possible inter-species differences in the anergy induction, different signals may induce the anergic state by diverse mechanisms.

In our system, the anergic phenotype seems to be maintained by increased level of p27^kip1^, whereas addition of IL-2 during anergic cell activation decreases p27^kip1^ protein level. p27^kip1^ is an inhibitor of G1/S CDK/cyclin complexes, including cyclin D/CDK4, A/CDK2, and E/CDK2[41]. Downregulation of p27^kip1^ was previously associated with the ability of cells to proliferate[34]. In mice, abundance of p27^kip1^ protein was strongly correlated with anergy induction, whereas p27^kip1^ knockout prevented induction of T cell anergy in a murine costimulatory blockade model[22–24]. On the other hand, p27^kip1^ was not required for induction of anergy in a clonal anergy model[42]. Altogether, these results support the notion that the hyporesponsive phenotype can be maintained by different mechanisms and suggest that other, possibly downstream, effectors may play a role. Further work will be required to fully understand the pathways affected in anergic cells.

Our results do not provide a complete explanation for the mixed efficacy record of CTLA4-Ig in clinical trials, and further work is clearly needed. One possibility is that although CTLA4-Ig renders T cells hyporesponsive, this anergy can be overcome in the presence of IL-2. This provides a potential explanation for the lack of clinical benefit in some of the CTLA4-Ig clinical trials discussed above[14–18]. Alternatively, CTLA4-Ig may affect aspects of immunity not recapitulated in our system: e.g. T cell help to B cells. A more stable form of peripheral tolerance, induction of iTreg, is likely required to inhibit autoimmune or atopic reactions in the long term. However, our data show that in addition to preventing effector response, co-stimulatory blockade also inhibits FOXP3 expression and diminishes T cell suppressive activity (Fig 6). Similar results were reported in a murine allograft transplantation model[43]. This is not surprising given that anergic cells fail to produce IL-2 and express a low level of IL-2RA, revealing a lack of the IL-2 signaling that is critical for iTreg induction. Notably, the lower expression of IL-2RA and higher expression of IL-7RA that we observed in cells activated in the presence of CTLA4-Ig (Fig 1D) can be also explained by low IL-2 production[44–46].

To summarize, we established and performed molecular and functional characterization of a human model of T cell anergy induced by co-stimulatory blockade. This model utilizes physiological signaling pathways and, in this respect, is highly relevant to the endogenous processes that generate anergic cells. Our results provided a detailed analysis of the effect of CTLA4-Ig on the generation of human anergic T cells. We demonstrated that CTLA4-Ig might promote hyporesponsivness by mechanisms that are distinct from those of murine models of anergy or anergy induced by ionomycin. Given the therapeutic role of CTLA4-Ig, we believe that this model may serve as a tool to more deeply understand the phenomenon of human anergy and the effects of abatacept and belatacept on human T cell functions.

## Supporting Information

S1 Fig Experimental approach (A) and cell isolation (B-C). Human PBMCs were depleted of CD45RO, CD8, and CD25 cells, and the purity of population was detected by the indicated markers **B.** gated on total cell population and **C.** gated on CD4^+^ T cells.
(EPS) Click here for additional data file.

S2 Fig Anergic cells with memory phenotype produce low level IFN-γ and IL-2. EML and anergic cells were rested for 3 days and then were treated with PDBU and ionomycin in the presence of monensin for 2 hours. Surface staining of CD45RA and CD45RO and intracellular staining of cytokines were evaluated by FACS. Cells first were gated on CD45RA^+^CD45RO^-^ and CD45RA^-^CD45RO^+^ populations. Shown is 1 of 2 representative experiments.
(EPS) Click here for additional data file.

S3 Fig Anergic cells express low level of IL-10. Kinetics of *IL10* mRNA expression, normalized to *EIF3K* (n = 3). The data are presented as mean ± SEM (*p<0.05; ns, not significant).
(EPS) Click here for additional data file.

S4 Fig IL-2 decreases protein level of p27^kip1^. Human anergic CD4^+^ cells were rested for 3 days and then left unstimulated or stimulated with plate-bound αCD3 and soluble αCD28 in the presence or absence of IL-2 (100 U/ml) for 24 hours. The protein level of p27^kip1^ and β-actin were measured. The lower panel represents the relative protein expression of p27^kip1^ to β-actin as loading control. The experiment was performed twice, and data are presented as mean **±** SD (***p<0.001).
(EPS) Click here for additional data file.

S5 Fig Comparison with ionomycin model. Pre-activated human CD4^+^ cells were rested for 3 days and then stimulated with 1 **μ**M of ionomycin for the indicated periods of time. mRNA levels of *EGR1*, *EGR2*, *EGR3*, and *CBLB* were normalized to expression of the housekeeping gene *EIF3K* and calculated relative to time 0 (before ionomycin treatment). The experiment was performed twice, and data are presented as mean **±** SD.
(EPS) Click here for additional data file.

S1 Table Functional enrichment analysis. Selected pathways enriched in RNA-Seq–based gene clusters were identified using Toppgene (https://toppgene.cchmc.org).
(XLSX) Click here for additional data file.

## References

[1] ChoiS, SchwartzRH (2007) Molecular mechanisms for adaptive tolerance and other T cell anergy models. Semin Immunol 19: 140–152. 1740047210.1016/j.smim.2007.02.005PMC2045643

[2] ChenL, FliesDB (2013) Molecular mechanisms of T cell co-stimulation and co-inhibition. Nat Rev Immunol 13: 227–242. 10.1038/nri3405 23470321PMC3786574

[3] WekerleT, KurtzJ, BigenzahnS, TakeuchiY, SykesM (2002) Mechanisms of transplant tolerance induction using costimulatory blockade. Curr Opin Immunol 14: 592–600. 1218315810.1016/s0952-7915(02)00378-3

[4] WekerleT, GrinyóJM (2012) Belatacept: from rational design to clinical application. Transpl Int 25: 139–150. 10.1111/j.1432-2277.2011.01386.x 22151353

[5] WellsAD, WalshMC, BluestoneJA, TurkaLA (2001) Signaling through CD28 and CTLA-4 controls two distinct forms of T cell anergy. J Clin Invest 108: 895–903. 1156095910.1172/JCI13220PMC200935

[6] WebbLM, WalmsleyMJ, FeldmannM (1996) Prevention and amelioration of collagen-induced arthritis by blockade of the CD28 co-stimulatory pathway: requirement for both B7-1 and B7-2. Eur J Immunol 26: 2320–2328. 889894010.1002/eji.1830261008

[7] LenschowDJ, HoSC, SattarH, RheeL, GrayG, et al (1995) Differential effects of anti-B7-1 and anti-B7-2 monoclonal antibody treatment on the development of diabetes in the nonobese diabetic mouse. J Exp Med 181: 1145–1155. 753267810.1084/jem.181.3.1145PMC2191918

[8] LinsleyPS, NadlerSG (2009) The clinical utility of inhibiting CD28-mediated costimulation. Immunol Rev 229: 307–321. 10.1111/j.1600-065X.2009.00780.x 19426230

[9] Silva MV, MachadoJR, RochaLP, CastellanoLR, ReisMA, et al (2012) CD28 Family and Chronic Rejection: “To Belatacept...and Beyond!.” J Transplant 2012: 1–14.10.1155/2012/203780PMC337677322720132

[10] Keane-MyersA, GauseWC, LinsleyPS, ChenSJ, Wills-KarpM (1997) B7-CD28/CTLA-4 costimulatory pathways are required for the development of T helper cell 2-mediated allergic airway responses to inhaled antigens. J Immunol 158: 2042–2049. 9036947

[11] PadridP, MathurM, LiX, HerrmannK, QinY, et al (1998) CTLA4Ig inhibits airway eosinophilia and hyperresponsiveness by regulating the development of Th1/Th2 subsets in a murine model of asthma. Am J Respir Cell Mol Biol 18: 453–462. 953393210.1165/ajrcmb.18.4.3055

[12] Van OosterhoutAJM, HofstraCL, ShieldsR, ChanB, Van ArkI, et al (1997) Murine CTLA4-IgG Treatment Inhibits Airway Eosinophilia and Hyperresponsiveness and Attenuates IgE Upregulation in a Murine Model of Allergic Asthma. Am J Respir Cell Mol Biol 17: 386–392. 930892610.1165/ajrcmb.17.3.2679

[13] CaporaliR, BugattiS, CavagnaL, AntivalleM, Sarzi-PuttiniP (2014) Modulating the co-stimulatory signal for T cell activation in rheumatoid arthritis: could it be the first step of the treatment? Autoimmun Rev 13: 49–53. 10.1016/j.autrev.2013.06.008 23777823

[14] MerrillJT, Burgos-VargasR, WesthovensR, ChalmersA, D’CruzD, et al (2010) The efficacy and safety of abatacept in patients with non-life-threatening manifestations of systemic lupus erythematosus: Results of a twelve-month, multicenter, exploratory, phase IIb, randomized, double-blind, placebo-controlled trial. Arthritis Rheum 62: 3077–3087. 10.1002/art.27601 20533545

[15] OrbanT, BundyB, BeckerDJ, DiMeglioL, GitelmanSE, et al (2011) Co-stimulation modulation with abatacept in patients with recent-onset type 1 diabetes: a randomised, double-blind, placebo-controlled trial. Lancet 378: 412–419. 10.1016/S0140-6736(11)60886-6 21719096PMC3462593

[16] MayerL, KaserA, BlumbergRS (2012) Dead on arrival: understanding the failure of CTLA4-immunoglobulin therapy in inflammatory bowel disease. Gastroenterology 143: 13–17. 10.1053/j.gastro.2012.05.015 22626501PMC3392152

[17] SandbornWJ, ColombelJ-F, SandsBE, RutgeertsP, TarganSR, et al (2012) Abatacept for Crohn’s disease and ulcerative colitis. Gastroenterology 143: 62–69.e4 10.1053/j.gastro.2012.04.010 22504093

[18] ParulekarAD, BoomerJS, PattersonBM, Yin-DeclueH, DeppongCM, et al (2013) A randomized controlled trial to evaluate inhibition of T-cell costimulation in allergen-induced airway inflammation. Am J Respir Crit Care Med 187: 494–501. 10.1164/rccm.201207-1205OC 23292882PMC5448510

[19] Keane-MyersA, GauseWC, LinsleyPS, ChenSJ, Wills-KarpM (1997) B7-CD28/CTLA-4 costimulatory pathways are required for the development of T helper cell 2-mediated allergic airway responses to inhaled antigens. J Immunol 158: 2042–2049. 9036947

[20] TanP, AnasettiC, HansenJA, MelroseJ, BrunvandM, et al (1993) Induction of alloantigen-specific hyporesponsiveness in human T lymphocytes by blocking interaction of CD28 with its natural ligand B7/BB1. J Exp Med 177: 165–173. 767811110.1084/jem.177.1.165PMC2190874

[21] ThomasRM, ChunderN, ChenC, UmetsuSE, WinandyS, et al (2007) Ikaros enforces the costimulatory requirement for IL2 gene expression and is required for anergy induction in CD4+ T lymphocytes. J Immunol 179: 7305–7315. 1802517310.4049/jimmunol.179.11.7305

[22] RowellEA, WangL, HancockWW, WellsAD (2006) The cyclin-dependent kinase inhibitor p27kip1 is required for transplantation tolerance induced by costimulatory blockade. J Immunol 177: 5169–5176. 1701570210.4049/jimmunol.177.8.5169

[23] RowellEA, WalshMC, WellsAD (2005) Opposing roles for the cyclin-dependent kinase inhibitor p27kip1 in the control of CD4+ T cell proliferation and effector function. J Immunol 174: 3359–3368. 1574986810.4049/jimmunol.174.6.3359

[24] BoussiotisVA, FreemanGJ, TaylorPA, BerezovskayaA, GrassI, et al (2000) p27kip1 functions as an anergy factor inhibiting interleukin 2 transcription and clonal expansion of alloreactive human and mouse helper T lymphocytes. Nat Med 6: 290–297. 1070023110.1038/73144

[25] LevinJZ, YassourM, AdiconisX, NusbaumC, ThompsonDA, et al (2010) Comprehensive comparative analysis of strand-specific RNA sequencing methods. Nat Methods 7: 709–715. 10.1038/nmeth.1491 20711195PMC3005310

[26] KartashovAV, BarskiA (2014) Wardrobe—an integrated system for analysis of epigenomics and transcriptomics data. bioRxiv: 012799 Available: http://biorxiv.org/content/early/2014/12/22/012799.abstract.10.1186/s13059-015-0720-3PMC453153826248465

[27] DobinA, DavisCA, SchlesingerF, DrenkowJ, ZaleskiC, et al (2013) STAR: Ultrafast universal RNA-seq aligner. Bioinformatics 29: 15–21. 10.1093/bioinformatics/bts635 23104886PMC3530905

[28] AndersS, HuberW (2010) Differential expression analysis for sequence count data. Genome Biol 11: R106 10.1186/gb-2010-11-10-r106 20979621PMC3218662

[29] ChenJ, BardesEE, AronowBJ, JeggaAG (2009) ToppGene Suite for gene list enrichment analysis and candidate gene prioritization. Nucleic Acids Res 37: W305–W311. 10.1093/nar/gkp427 19465376PMC2703978

[30] BrownlieRJ, ZamoyskaR (2013) T cell receptor signalling networks: branched, diversified and bounded. Nat Rev Immunol 13: 257–269. 10.1038/nri3403 23524462

[31] RengarajanJ, MittelstadtPR, MagesHW, GerthAJ, KroczekRA, et al (2000) Sequential involvement of NFAT and Egr transcription factors in FasL regulation. Immunity 12: 293–300. 1075561610.1016/s1074-7613(00)80182-x

[32] SchwartzRH (2003) T cell anergy. Annu Rev Immunol 21: 305–334. 1247105010.1146/annurev.immunol.21.120601.141110

[33] HeissmeyerV, MaciánF, Im S-H, VarmaR, FeskeS, et al (2004) Calcineurin imposes T cell unresponsiveness through targeted proteolysis of signaling proteins. Nat Immunol 5: 255–265. 1497343810.1038/ni1047

[34] PaganoM, TamSW, TheodorasAM, Beer-RomeroP, Del SalG, et al (1995) Role of the ubiquitin-proteasome pathway in regulating abundance of the cyclin-dependent kinase inhibitor p27. Science 269: 682–685. 762479810.1126/science.7624798

[35] LiL, IwamotoY, BerezovskayaA, BoussiotisVA (2006) A pathway regulated by cell cycle inhibitor p27Kip1 and checkpoint inhibitor Smad3 is involved in the induction of T cell tolerance. Nat Immunol 7: 1157–1165. 1701338810.1038/ni1398

[36] ZhengY, ZhaY, DriessensG, LockeF, GajewskiTF (2012) Transcriptional regulator early growth response gene 2 (Egr2) is required for T cell anergy in vitro and in vivo. J Exp Med 209: 2157–2163. 10.1084/jem.20120342 23129747PMC3501351

[37] ZhaY, MarksR, HoAW, PetersonAC, JanardhanS, et al (2006) T cell anergy is reversed by active Ras and is regulated by diacylglycerol kinase-alpha. Nat Immunol 7: 1166–1173. 1702858910.1038/ni1394

[38] SaffordM, CollinsS, LutzM, AllenA, Huang C-T, et al (2005) Egr-2 and Egr-3 are negative regulators of T cell activation. Nat Immunol 6: 472–480. 1583441010.1038/ni1193

[39] ZhengY, ZhaY, GajewskiTF (2008) Molecular regulation of T-cell anergy. EMBO Rep 9: 50–55. 10.1038/sj.embor.7401138 18174897PMC2246614

[40] CollinsS, LutzM, ZarekPE, AndersR, KershGJ, et al (2008) Opposing regulation of T cell function by Egr-1/NAB2 and Egr-2/Egr-3. Eur J Immunol 38: 528–536. 10.1002/eji.200737157 18203138PMC3598016

[41] PolyakK, LeeMH, Erdjument-BromageH, KoffA, RobertsJM, et al (1994) Cloning of p27Kip1, a cyclin-dependent kinase inhibitor and a potential mediator of extracellular antimitogenic signals. Cell 78: 59–66. 803321210.1016/0092-8674(94)90572-x

[42] PowellJD, BruniquelD, SchwartzRH (2001) TCR engagement in the absence of cell cycle progression leads to T cell anergy independent of p27Kip1. Eur J Immunol 31: 3737–3746. 1174539410.1002/1521-4141(200112)31:12<3737::aid-immu3737>3.0.co;2-g

[43] RiellaLV, LiuT, YangJ, ChockS, ShimizuT, et al (2012) Deleterious effect of CTLA4-Ig on a Treg-dependent transplant model. Am J Transplant 12: 846–855. 10.1111/j.1600-6143.2011.03929.x 22300534

[44] Xue H-H, KovanenPE, Pise-MasisonC, BergM, RadovichMF, et al (2002) IL-2 negatively regulates IL-7 receptor alpha chain expression in activated T lymphocytes. Proc Natl Acad Sci U S A 99: 13759–13764. 1235494010.1073/pnas.212214999PMC129770

[45] MazzucchelliR, DurumSK (2007) Interleukin-7 receptor expression: intelligent design. Nat Rev Immunol 7: 144–154. 1725997010.1038/nri2023

[46] LiaoW, LinJ-X, LeonardWJ (2013) Interleukin-2 at the crossroads of effector responses, tolerance, and immunotherapy. Immunity 38: 13–25. 10.1016/j.immuni.2013.01.004 23352221PMC3610532

How the deposited data were processed for this re-analysis (not part of the article)

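RNA of CD4 cells from 7 conditions was sequenced with 1 library per condition: resting cells, effector cells after 3, 7 and 14 hours, and anergic cells after 3, 7 and 14 hours. The authors prepared strand-marked libraries with dUTP, aligned the reads with STAR 2.4.0c and assigned them to RefSeq genes. The deposited values are RPKM, reads per kilobase of transcript and per M (1e6) mapped reads, and the paper's text does not name whether these are all mapped reads or reads in genes. The paper tested genes with DESEQ against 0 hours and kept those with an RPKM above 1. The deposited coordinates are hg19, and no coordinate was converted. Column names and sample labels were used only to assign the 7 libraries to their conditions.

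The file has 23637 rows. Rows of Y-linked genes, XIST and TSIX (127 rows) were left out, and rows with the same symbol were summed, which gave 23508 symbols. Of these, 11140 genes were above an RPKM of 1 in at least 1 library and were compared. Log2 ratios were taken after a pseudocount of 0.5 RPKM was added, and a ratio of at least 2-fold was the rule for a change. No p-value is given for a difference between pairs of libraries. The reads themselves were not used here. For genes with 1 listed transcript, whole reads were worked back from the RPKM with a tolerance of 0.03 from a whole number, which succeeded for 6135 of 6522 expressed genes (94.1%). The depth obtained in this way was 7.08 to 17.8 M mapped reads per library. Exact binomial intervals at 95% were computed from these reads, and the floor for a gene without reads was 3 reads. Intervals and floors cover counting error only, since PCR copies were not marked.

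Lists of genes (34, fixed before the data were examined) covered T cell activation, cytokines, transcription factors, motility, extracellular matrix, translation, metabolism, cell cycle, stress and the markers of other blood cells, and 1 list of connective tissue genes was added after the values were seen. A list was described by the median log2 ratio of its members above an RPKM of 1, and by the percentile of that median among 10000 random lists of the same size, matched on mean expression in 20 bins. These percentiles describe the 7 libraries and are not tests of the conditions. The genes named in the text follow a rule set before the data were examined: genes the paper names or measured by RT-PCR, the 10 with the largest ratio in each direction between effector and anergic cells at each time among genes with at least 5 RPKM, the 10 most specific to the anergic 14 hour library in each direction, and up to 4 members of each list reported with their highest and lowest ratios. Genes outside the rule were chosen after their values were seen, among them *FPR1*, *MYO1F* and the connective tissue genes.

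Genes at least 2-fold from resting in any library were grouped by k-means into 6 clusters with 50 starts. A linear model of log2(RPKM + 0.5) with time point and condition as terms was fitted with limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment. A test on counts had been planned, and limma took its place because the unit is RPKM. The 3 time points stand in for repeats in this model, so its p-values do not measure the spread between donors or cultures. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9. Transcript length, GC content and the names of pseudogenes came from GENCODE 29.

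Each step was tested on simulated data. Whole reads were recovered for 386 of 398 simulated genes (97.0%), and the counting interval of the anergic to effector ratio at 14 hours held the true ratio for 96.7% of 8522 genes. In simulated libraries at 14 hours the 2-fold rule called 96% of genes raised 4-fold, 38% of genes raised 2-fold, 18% of genes lowered to 0.5 and 78% of genes lowered to 0.25, and 1.89% of 5935 unchanged genes. Clusters planted in 1800 genes were recovered with an adjusted Rand index of 0.993. A list planted with a shift of 0.5 gave 0.51 at percentile 100, and a list with no shift gave -0.08 at percentile 14.1. Over 6135 simulated genes limma called 84%, 42%, 56% and 96% of genes with folds of 0.25, 0.5, 2 and 4, and 0.118% of unchanged genes. The simulated libraries for the 2-fold rule and for limma had an assumed spread between libraries, the same for all genes, added to counting error. With 1 library per condition the real spread is not known, so the shares called are not error rates of the deposited data.

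Alternatives set before the data were examined were scaling by the median of ratios, scaling to *EIF3K*, pseudocounts of 0.1 and 1, no filter and an RPKM above 5, a 3-fold rule, a counting interval wholly beyond 2-fold, selection at 14 hours, the mean of a list, other members of a list, 5 or 7 clusters, clusters without the anergic 14 hour library, the limma model without its block, without each time point and with other scaling and filters, and the highest row of a symbol in place of the sum. Leaving out small RNA genes, connective tissue genes, or the 3 or 14 hour libraries was added after the values were seen. Other assays of the paper were not analysed here.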

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

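The rho with expression held and the tests of a slower fall of connective tissue transcripts, of a common fall of ribosomal protein transcripts and of both explanations of the monocyte markers were chosen only after the result was seen.

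Connective tissue transcripts, which the paper's text does not discuss, stood above the resting level in the anergic 3 hour library. *COL1A1* was at 133 RPKM, *COL1A2* at 60.0 and *SPARC* at 46.1. The 11 genes of this course summed to 221 RPKM in resting cells and 1.38 in effector cells at 3 hours. Of the 1.38, *MTRNR2L6*, the 1 gene of them that is not on the connective tissue list, gave 1.09. Genes in general stood higher in this library, with a median log2 ratio to resting of 0.37 over all genes, and the connective tissue list lay 0.095 above that (percentile 83.6), so its excess over resting is not set apart from that of other genes. The list holds 40 genes, of which 14 were expressed, 8 are also on the extracellular matrix list and 2 of the expressed members were above an RPKM of 1 in other libraries, and CD4 cells had been isolated by positive selection before RNA was prepared. RNA of connective tissue cells in these libraries stays open as a candidate explanation. Of 7 genes with whole reads, 0% had a counting interval of anergic 3 hours over resting that left out their pooled ratio of 1.39. That test cannot tell sources apart. Genes in general also stood higher in this library, so transcripts of any source that did not change would share a ratio near this one. A slower fall of the cells' own transcripts in anergic cells would have them go on falling after 3 hours. Of the 11 genes 9 (81.8%, all of the 9 among the 10 on the list) were higher in the anergic library at 14 hours than at 7 hours, which goes against it. The test cannot decide, since 8 of the 11 were under an RPKM of 1 in both and these times follow the fall. In anergic cells the 11 genes summed to 307 RPKM at 3 hours, so no fall was seen by then. At 7 hours they summed to 2.18, of which *MTRNR2L6* gave 2.05.

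Ribosomal protein genes went both ways in the anergic 14 hour library, from *RPS28* at 4.74-fold over effector cells to *RPLP0* at a log2 ratio of -2.13. Counting error came to 19.1% of their SD over 45 genes with whole reads, which argues against it as the whole cause, and a trend with transcript length and GC content left 97.3% of the SD, which argues against it for the spread but not for the median, since the trend moved the median from -0.40 to -0.22. Reads shared with processed pseudogenes stay open as a candidate explanation, since over the 79 genes the number of named pseudogenes and the log2 ratio had a Spearman's rho of -0.36 (-0.55 to -0.16, across genes, which are not independent replicates). Part of this goes with expression, which had a rho of -0.41 with the number of pseudogenes and 0.27 with the ratio, and with expression held the rho was -0.28 (-0.49 to -0.056). A common fall in anergic cells would keep the genes together, whereas the SD at 14 hours was 3.12 times that at 7 hours (2.37 to 4.29). The explanation stays open all the same, because over 452 genes in general the SD was 3.43 times, so the widening is not one of this family.

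Monocyte markers were among the genes reduced at 7 hours in both conditions, such as *CSF1R*, which went from 8.15 RPKM in resting cells to 1.11 in effector and 1.36 in anergic cells. Positive selection of CD4 cells does not remove monocytes that carry CD4, and *LYZ*, the most abundant of these markers, was at 44.5 RPKM in resting and 22.8 in effector cells at 7 hours. The tests decided neither explanation. A lower share of monocyte RNA would lower the markers by 1 ratio, and for 33.3% of 9 markers (3 genes) the counting interval left out the pooled ratio of 0.399. But counting error leaves out the spread between libraries, and the SD of the markers' log2 ratios was 0.69 against 0.72 for genes in general. The genes in general include *COL1A1*, which fell from 95.6 to 0.0346 RPKM and widens the 0.72. The test of RNA of the T cells alone could not decide, since the median of the list at percentile 0 of random lists at 7 hours in both conditions only restates the pattern. In the resting library the 9 markers ranged from 0.539 RPKM for *CFD* and 2.1 for *S100A12* to 44.5 for *LYZ*. In anergic cells at 7 hours *LYZ*, *S100A9* and *FCN1* were at 25.6, 7.99 and 6.94, and *S100A12* and *CFD* at 0.341 and 0.617. The paper left most antigen-presenting cells in the culture. As far as the markers are specific to monocytes, their values argue against T cells as the only source. A change within the monocytes was not tested.

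Some gene lists moved in opposite directions at different times relative to all genes, and none of these differences was tested. The early TCR genes had a median log2 ratio of anergic to effector cells of -0.29 at 3 hours and 0.22 at 14 hours. Dendritic cell markers, with 5 expressed members, had -0.30 at 7 hours and 0.58 at 14 hours. Erythroid genes, with 3 expressed members, had -0.78 at 3 hours, 0.54 at 7 hours and 2.71 at 14 hours. *HBA1* at 50.7 RPKM and *HBA2* at 44.1 in anergic cells at 14 hours stood above the resting library, where *HBA1* was at 1.74, and these paralogs can share reads.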

How the results depend on the processing

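Leaving out small RNA genes or connective tissue genes, and leaving out the 3 or the 14 hour libraries from the shared genes, were chosen only after the result was seen. By replicate number, no paired analysis was possible because there is 1 library per condition and all carry the same number. The limma model pairs effector and anergic libraries by time point, and its values with and without that block are given. With 7.08 to 17.8 M (1e6) reads, counting error limits genes with few reads, and the cause of each change below was not tested unless it follows from the setting, as where fewer genes are compared or a stricter rule is applied.

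Totals against resting were 828 and 1387 genes in effector and anergic cells at 3 hours, 1134 and 1174 at 7 hours and 1090 and 1375 at 14 hours. With a 3-fold rule they were 323, 459, 490, 452, 448 and 551, and with an RPKM above 5 they were 350, 701, 504, 550, 499 and 740. A pseudocount of 0.1 gave 1276 for effector cells at 3 hours, a pseudocount of 1 gave 511 and 918 for effector and anergic cells at 3 hours, scaling by the median of ratios gave 877 for anergic cells at 3 hours, and leaving out small RNA genes gave 531 for effector cells at 3 hours. The other 37 totals moved by less than 1.5 times.

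Totals between effector and anergic cells were 769, 319 and 864 at 3, 7 and 14 hours. They were 272, 180 and 379 with a 3-fold rule, 358, 105 and 538 with an RPKM above 5, and 471, 74 and 512 without small RNA genes. The counting interval, which needs whole reads, lay beyond 2-fold for 89, 15 and 211 of 6135 genes, of which 483, 180 and 586 were at least 2-fold apart. A pseudocount of 0.1 gave 1264 at 3 hours and 512 at 7 hours, and a pseudocount of 1 gave 479 at 3 hours. The other 18 totals moved by less than 1.5 times.

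Genes higher in both conditions numbered 329, 583 and 379 at 3, 7 and 14 hours, and 139 at all times. In the same order they were 106, 215, 117 and 35 with a 3-fold rule, 153, 310, 180 and 82 with an RPKM above 5, and 566, 882, 640 and 299 with a pseudocount of 0.1. A pseudocount of 1 gave 169 at 3 hours, 226 at 14 hours and 70 at all times. The count at all times was 238 without the 14 hour libraries and 247 without the 3 hour libraries.

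The 583 genes raised late had a median log2 ratio of anergic to effector cells at 3 hours of 0.21, which reversed to -0.18 with scaling by the median of ratios. Relative to all genes it was -0.21, against -0.17 over 882 genes with a pseudocount of 0.1, -0.069 without a filter, and -0.31 over 379 genes selected at 14 hours. With an RPKM above 5 there were 310 such genes. The 189 genes reduced late became 297 with scaling to *EIF3K*, 77 with an RPKM above 5, and 119 without small RNA genes, where the relative median went from 0.06 to 0.24.

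Genes specific to the anergic 14 hour library numbered 214, and 118 with a 3-fold rule and 86 without small RNA genes. The cluster that fell most in this library held 102 genes, and 408 without small RNA genes. Without the anergic 14 hour library no such cluster can be given, and the clusters had an adjusted Rand index of 0.694 to the others.

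Relative to all genes, the cytokine list had medians of -0.74, -0.58 and -0.75 at 3, 7 and 14 hours, and with every member in the file these were -0.41, -0.11 and 0.00, no longer outside the central 95% of random lists. With members above an RPKM of 5 the value at 14 hours was -0.62, also inside that range. The extracellular matrix list had 0.38 at 3 hours, against -0.12 with every member in the file and 0.19 without connective tissue genes. The NF-κB list had -0.18 at 3 hours, and its mean of -0.21 was within the central range of means. So was the mean of -0.43 of the ribosomal protein genes at 14 hours, beside the median of -0.40. Of the other comparisons of lists under alternatives, 1980 stayed on the same side of the limit (a median near 0 can change sign within it), 28 became stronger and 117 weaker, and of those for named genes 3024 did so, 53 became stronger, 28 weaker and 0 reversed.

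The limma model gave 1 gene at an adjusted p under 0.05 and 675 at an unadjusted p under 0.05. It gave 0 with scaling by the median of ratios (566 unadjusted), 0 without a filter (1370) and 4 without the block for time (806). Leaving out each time point gave 0 to 177 genes, and the 177 came without the 14 hour libraries. These fits have fewer libraries and little left to estimate the spread of each gene, so their counts are uncertain.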

Differences from the paper's values

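The setting without small RNA genes was chosen only after the result was seen.

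The effector library at 3 hours held 17.8 M (1e6) mapped reads, against the paper's 10 M reads per sample, which the paper does not give as mapped reads. The other 6 libraries were within 1.5 times of the paper's figure, and no alternative applies to depth.

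In the anergic 14 hour library, 9 cytoplasmic ribosomal protein genes were reduced at least 2-fold below each other library, against the paper's 17 in its cluster of genes reduced at 14 hours, which rests on a DESEQ p value and k-means in place of the 2-fold rule. The alternatives set before the data were examined gave 11 with scaling by the median of ratios, 5 with scaling to *EIF3K*, 10 and 8 with pseudocounts of 0.1 and 1, 9 without a filter, with an RPKM above 5 and with the highest row of a symbol, and 2 with a 3-fold rule, and the difference stays under each of them. Oxidative phosphorylation genes raised in this library alone numbered 2, against the paper's 4 at its own thresholds. The count was 2 under each of these alternatives except the 3-fold rule, where it was 1, so the difference stays.

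The k-means cluster that fell most in the anergic 14 hour library held 0 ribosomal protein genes, against the paper's 17 in its corresponding cluster, whose genes were selected by p value. It held 0 with 5 or 7 clusters, with scaling by the median of ratios, with genes at least 3-fold from resting and with the highest row of a symbol. Of its 102 genes 99 were small RNA genes. Another cluster of 657 genes, with means of -0.66 in effector and -0.97 in anergic cells at 14 hours, held 17 ribosomal protein genes, and 18 ribosomal protein genes in anergic and 1 in effector cells were at least 2-fold below resting at 14 hours. Without small RNA genes, a setting chosen after seeing the values, it held 16.

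The paper states that at early times only the effector cells raised genes of cytokines, cytokine receptors and TFs. At 3 hours 3 of its 6 cytokine and receptor genes in effector and 1 in anergic cells were at least 2-fold above resting, and 6 of 13 TF genes were in each condition. The paper names IRFs only as a family, so *IRF1*, *IRF4* and the other IRF genes of this TF list may not be the ones it meant. The values go with the statement for *LTA*. For *IL2* the anergic library had no reads, but its counting interval reached 0.653 RPKM against 0.635 in effector cells, so a rise in anergic cells is not ruled out. *IRF1* was at 107 RPKM in effector and 109 in anergic cells, *IRF4* at 16.8 and 12.6, *IL15RA* at 1.5 and 2.22, and *IL12RB2* at 0.161 and 0.258. Relative to the median of all genes, which was 0.41 at 3 hours, the log2 ratio of anergic to effector cells goes with the statement. It had a median of -0.76 for the cytokine and receptor genes and -0.38 for the TF genes. The paper chose the cytokine and receptor genes and the TF genes it names singly on these libraries, so neither median is independent evidence. For single genes, *REL* was at 9.62 and 4.09 RPKM and *BATF* at 10.6 and 6.91. The paper lists oxidative phosphorylation among the genes raised in anergic cells at 14 hours, and 57 of 78 expressed genes of this list were lower in anergic than in effector cells. Their median of -0.28 turned to 0.036 with scaling to *EIF3K*, or -0.25 relative to all genes, and *NDUFB4* and *NDUFA3* were higher with the authors' scaling, at log2 ratios of 1.81 and 1.11. The paper describes the genes of the translational machinery as reduced by CTLA4-Ig. The tally of ribosomal protein genes goes with it, at 55 of 79 lower at 14 hours, whereas the translation factors were 20 higher and 23 lower, with a median of -0.03 (0.29 with scaling to *EIF3K*). Among the ribosomal protein genes *RPS28* and *RPL32* were higher, at log2 ratios of 2.22 and 1.09.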

Other observations

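Among genes of naïve and quiescent T cells, *TCF7*, which encodes a transcription factor of naïve cells, was at 117 RPKM in effector and 288 in anergic cells at 14 hours. Of the 29 expressed genes of this list, 24 were higher in anergic cells at 14 hours, with a median log2 ratio of 0.38, at percentile 99.98. The T cell receptor component *CD3E* was at 64.9 and 142 RPKM, a ratio of 2.19, and T cell markers had a median of 0.20 at 14 hours and 0.27 at 7 hours (percentile 99.9). Cell cycle genes had a median log2 ratio to resting of 0.52 in effector and 0.21 in anergic cells at 14 hours. Genes of the stress response had a median ratio of anergic to effector cells of -0.21 at 7 hours, and markers of regulatory T cells had -0.29 at that time. Natural killer and cytotoxic genes had a median of 0.75 at 3 hours, or 0.34 relative to all genes (percentile 98.9).

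At 14 hours, when the median of all genes was 0.00, medians of other lists were 0.28 for AP-1 members, 0.01 for cytokine receptors, 0.24 for factors of anergy, -0.04 for glycolysis, 0.13 for heat shock genes, -0.18 for apoptosis and p53 genes, and -0.33 for housekeeping genes. Of the platelet list 1 gene was expressed (*SPARC*), of the neutrophil list also 1, and no gene of the mitochondrial genome was in the file above the limit.

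The paper measured mRNA or protein of several genes in other experiments, which were not analysed here, and the values of these genes in the 7 libraries were as follows. *EGR2* went from 2.69 RPKM in resting cells to 9.98 in effector and 15.1 in anergic cells at 3 hours, and was at 8.97 and 12.7 at 14 hours. *CBLB*, which encodes a ubiquitin ligase, was at 4.92 RPKM in effector and 8.65 in anergic cells at 14 hours, and *ITCH*, another ligase, at 3.95 and 4.13. *DGKA* was at 53.6 and 49.6 RPKM and *CDKN1B*, a cell cycle inhibitor gene, at 27.1 and 22.8, while *RNF128* was listed at 0 in every library. *IFNG* had 20 reads in effector and 1 in anergic cells at 14 hours, a ratio of 24.9 (3.98 to 1030). *IL10* was at 0.107 and 0.129 RPKM and *FOXP3* at 1.99 and 2.61. *IL7R*, the IL-7 receptor gene, was at 106 RPKM in resting cells, 64.6 in effector and 77.3 in anergic cells at 14 hours.

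A single difference of anergic from effector cells over the 3 time points was fitted with limma across 11140 genes. Effector cells received αCD28 and anergic cells CTLA4-Ig, so this difference does not isolate CTLA4-Ig. The fit gave 1 gene at an adjusted p under 0.05, the microRNA gene *MIR548O2*, with a log2 change of 3.24 (SE 0.19, adjusted p = 0.0199 from limma). Because mRNA was purified and fragments were selected by size, this value may not measure the mature microRNA, which was not tested. No gene passed with scaling by the median of ratios, without a filter, or without the 3 or the 7 hour libraries, and without the 14 hour libraries 177 genes passed, 92 higher and 85 lower in anergic cells. A fit without a time point has fewer libraries and little left to estimate the spread of each gene. The 177 is therefore uncertain and does not show an effect that the 14 hour libraries hide. *IL2* had -2.16 (SE 0.34, adjusted p = 0.436 from limma), with a lower value in anergic cells at each of the 3 times. At 3 hours counting error covers this, since the interval of the anergic value reached 0.653 RPKM, above the effector value of 0.635. The 10 splits of the 6 libraries into groups of 3 are too few for a share under 0.05. The real split gave 1 gene, the highest of the others gave 36, and 4 of the 10 gave at least as many as the real one. Each split kept the time point as a term, and some splits put both libraries of a time point in 1 group, unlike the real split. Their counts are therefore not like for like with its count, and what the 36 genes reflect was not tested. Over 452 genes in general the anergic 3 hour library had the lowest SD of the log2 ratio to resting, at 0.39. Its SD to effector cells at 3 hours was 0.52. *COL1A1*, at 133 RPKM in anergic and 0.0665 in effector cells at 3 hours, is among the 452 genes and widens the 0.52. The SDs were not repeated without it, so whether the anergic 3 hour library lies nearer to resting or to effector cells at 3 hours is not settled. The anergic 14 hour library lay 0.59 to 0.76 from every other library.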
